# Effects of Agricultural Pesticides in Aquafeeds on Wild Fish Feeding on Leftover Pellets Near Fish Farms

**DOI:** 10.3389/fgene.2019.00794

**Published:** 2019-09-26

**Authors:** Pål A. Olsvik, Anett Kristin Larsen, Marc H. G. Berntssen, Anders Goksøyr, Odd André Karlsen, Fekadu Yadetie, Monica Sanden, Torstein Kristensen

**Keywords:** aquaculture, fish feed, insecticides, chlorpyrifos-methyl, wild fish exposure, metabolomics, transcriptomics

## Abstract

Screening has revealed that modern-day feeds used in Atlantic salmon aquaculture might contain trace amounts of agricultural pesticides. To reach slaughter size, salmon are produced in open net pens in the sea. Uneaten feed pellets and undigested feces deposited beneath the net pens represent a source of contamination for marine organisms. To examine the impacts of long-term and continuous dietary exposure to an organophosphorus pesticide found in Atlantic salmon feed, we fed juvenile Atlantic cod (*Gadus morhua*), an abundant species around North Atlantic fish farms, three concentrations (0.5, 4.2, and 23.2 mg/kg) of chlorpyrifos-methyl (CPM) for 30 days. Endpoints included liver and bile bioaccumulation, liver transcriptomics and metabolomics, as well as plasma cholinesterase activity, cortisol, liver 7-ethoxyresor-ufin-O-deethylase activity, and hypoxia tolerance. The results show that Atlantic cod can accumulate relatively high levels of CPM in liver after continuous exposure, which is then metabolized and excreted via the bile. All three exposure concentrations lead to significant inhibition of plasma cholinesterase activity, the primary target of CPM. Transcriptomics profiling pointed to effects on cholesterol and steroid biosynthesis. Metabolite profiling revealed that CPM induced responses reflecting detoxification by glutathione-S-transferase, inhibition of monoacylglycerol lipase, potential inhibition of carboxylesterase, and increased demand for ATP, followed by secondary inflammatory responses. A gradual hypoxia challenge test showed that all groups of exposed fish were less tolerant to low oxygen saturation than the controls. In conclusion, this study suggests that wild fish continuously feeding on leftover pellets near fish farms over time may be vulnerable to organophosphorus pesticides.

## Introduction

Norway produces annually about 1.3 million metric tons of Atlantic salmon (*Salmo salar*) (Ytrestøyl et al., 2015). For each kilogram of salmon produced, about 0.5 kg of feces and uneaten feed pellets is generated (Svåsand et al., 2017). The majority of this waste will, depending on bottom topography and ocean currents, slip through the open-cage net pens and accumulate in sediments beneath the fish farms. Because the fish feed is nutritious and high in energy, wild organisms tend to feed on this organic waste. Uneaten feed pellets are typically eaten by wild fish that aggregate in large numbers around fish farms (Uglem et al., 2014). Numerous fish species have been observed underneath salmon farms, the most common being Atlantic cod (*Gadus morhua*), saithe (*Pollachius virens*), haddock (*Melanogrammus aeglefinus*), and Atlantic mackerel (*Scomber scomber*) (Dempster et al. 2009). Environmental hazards of this organic waste include spreading of pathogens from salmon farms to wild fish, spreading of orally administered drugs used against salmon lice, local eutrophication, and oxygen depletion, as well as contaminants in the feeds such as heavy metals and persistent organic pollutants.

Today, feed used in the seawater production phase of Atlantic salmon aquaculture typically contains 70% plant ingredients (Ytrestøyl et al., 2015). By replacing marine ingredients with plant material in the feed, the amount of feces generated per kilogram of produced salmon has increased (Aas et al., 2016). As a carnivorous species, salmon has a poor ability to digest some plant-based ingredients (Gatlin et al., 2007). Substitution of fish ingredients with plant ingredients in the feeds also introduces new unwanted substances. Some of the most commonly used pesticides in terrestrial agriculture have been detected in salmon feeds. For example, recent wide-scale screening of aquafeeds has shown that they might contain chlorpyrifos-methyl (CPM) (Nacher-Mestre et al., 2014; Portoles et al., 2017). In commercially available Atlantic salmon feeds surveilled in 2017, the levels of CPM reported ranged from 11 to 26 μg/ kg (Sele et al., 2018). In average, about 5–10% of surveilled feed samples contain CPM levels above the detection limit.

Chlorpyrifos (CPF) is a widely used agricultural organophosphorus pesticide (OP) (Dow Chemical Company, 2018) that can be highly toxic to fish (Schimmel et al., 1983; Yen et al., 2011). Inhibition of acetylcholinesterase in nerve cells is the main effect of OPs in fish (Yen et al., 2011). Observed secondary effects include oxidative stress, immunotoxicity, neurotoxicity, endocrine disruption, and gut microbiota dysbiosis (Levin et al., 2003; Eddins et al., 2010; Oruc, 2010; Sharbidre et al., 2011; Yen et al., 2011; Richendrfer et al., 2012; Xing et al., 2015; Zhang et al., 2017; Wang et al., 2019). In an effort to study the molecular effects of OPs found in salmon feeds, we have been conducting *in vitro* and *in vivo* exposure studies with CPF, pirimiphos (PP), and their methylated forms in Atlantic salmon (Olsvik et al., 2015; Olsvik et al., 2017; Sanden et al. 2018; Olsvik et al., 2019). These studies have shown that CPF and PP in particular disrupt lipid metabolism and induce oxidative stress in liver of exposed fish.

To our knowledge, no attempts have been made to document how OPs affect marine fish species living mainly on waste feed near fish farms. Although fish can metabolize and excrete OPs, continuous dietary exposure may lead to bioaccumulation and impacts on fish health. The aim of this study was therefore to search for novel biomarkers of CPM exposure in Atlantic cod, one of the most common fish species aggregating around Atlantic salmon farms in Norway, using a functional genomics approach with global transcriptomic and metabolomic profiling. Juvenile Atlantic cod with end weight of 223 ± 8 g was exposed to three doses of CPM (0.5, 4.2, or 23.2 mg/kg feed). Liver tissue was harvested after 30 days of dietary exposure and used for transcriptomic and metabolite analyses, as well as 7-ethoxyresorufin-O-deethylase (EROD) activity. Accumulation of CPM and its main metabolite 3,5,6-trichloro-2-pyridinol (TCP) was determined in liver and bile. Plasma was analyzed for cortisol levels, cholinesterase activity, aspartate aminotransferase (ASAT), alanine aminotransferase (ALAT), and total protein. A gradual hypoxia challenge test was included to search for possible physiological impairment and phenotypic effects of CPM exposure. In salmon, reduced hematocrit was observed after 30 days of dietary CPM exposure (Sanden et al., 2018). In this study, we therefore hypothesized that CPM might impair the fish performance in a dose-dependent manner when challenged by adverse environmental conditions such as hypoxia. None observed dose–response effect levels of dietary CPM exposure were assessed by lower benchmark dose (BMDL) models established by the European Food Safety Authorities (EFSA, 2017a; Berntssen et al., 2018). The BMDL assessment was performed on the dose–response effects on general adverse effect parameters (e.g., plasma biochemistry and growth) as well as specific biomarkers of CPM as assessed by both transcriptomic and metabolite responses (e.g., metabolic responses on lipids and gene expression). In addition to biological responses, a BMDL assessment was made on the formation of TCP in both liver and bile. A risk assessment on potential harmful effect on fish health when feeding on left-over pellets was made by comparing the BMDL response in fish and surveyed CPM levels in commercially produced Norwegian Atlantic salmon feeds.

## Materials and Methods

### Exposure Experiment

Locally bred Atlantic cod (150 ± 2 g, mean ± SEM, *n* = 276) were obtained and kept at the Tromsø Aquaculture Research Station, Kårvika, Tromsø, Norway. Prior to the acclimatization period, the fish were anesthetized with 0.07 g/l tricaine methanesulfonate (Scan Aqua AS, Årnes, Norway) and individually inserted with a single-load PIT-tag (Biomark, Biose, Idaho, USA). The fish were distributed among 12 fiberglass tanks (500 L, 23 fish per tank) supplied with filtered seawater in a triplicate tank design (three tanks per treatment). During a 2-week acclimatization period to holding facilities (May 7– 21), all fish were fed the control diet that contained no CPM. The exposure experiment lasted for 30 days (May 22–June 21). During this period, the fish received one of the four experimental diets: control with no CPM, low: 0.5, medium: 4.2, and high: 23.2 mg CPM/kg. The exposure concentrations were selected based on an earlier 67-day dietary exposure experiment with CPM and Atlantic salmon (Sanden et al., 2018; Olsvik et al., 2019). To determine the average daily dose of CPM consumed (nanogram per kilogram fish per day, **Table 1**), feed intake per tank was quantified by collecting feed waste once a day post-feeding. The fish were reared in seawater (salinity 34 g/L, 7°C) using a 24-h light, 0-h dark photoperiod regimen (natural photoperiod for 69°N). Fish were euthanized by an overdose of tricaine methanesulfonate followed by a quick blow to the head. After collection, plasma and liver samples were stored in liquid nitrogen before downstream analysis.

**Table 1:** Concentration of chlorpyrifos-methyl in the experimental diets (nominal values, *n* = 3), and estimated daily dose (feed given minus collected waste each day).

Nominal feed concentration	Measured feed concentration	Estimated daily dose of chlorpyrifos-methyl
mg/kg	mg/kg	µg/kg fish per day
		
Control	<0.01	<0.01
Low (0.5)	0.50	0.68 ± 0.24
Medium (5.0)	4.2	5.52 ± 0.98
High (25.0)	23.20	36.2 ± 10.1

Specific growth rate (SGR), feed intake and feed conversion (FC) rate were calculated with the following equations. SGR was assessed for individual pit-marked fish as well as growth per tank.

$$\begin{array}{c} \text{Specific growth rate }\left(\text{SGR}\right)\text{ tank or individual}\\ \;=\;\left(\frac{\text{ln}\left(\text{Final body weight }\left(\text{g}\right)\right)-\text{ln}\left(\text{Initial body weight}\left(\text{g}\right)\right)}{30\text{ days of feeding experiment}}\right)*100\\ \text{Daily feed intake}*{\text{fish}}^{-1}\left(\text{FI}\right)=\frac{\text{Recorded feed intake }*{\text{ tank}}^{-1}\;*{\text{ day}}^{-1}\left(\text{g}\right)\;}{\text{Number of fish }*{\text{ tank}}^{-1}}\\ \text{Feed conversion rate }\left(\text{FC}\right)=\left(\frac{\text{Total feed intake }*{\text{ fish}}^{-1}\left(\text{g}\right)}{\text{Body weight gain }\left(\text{g}\right)}\right) \end{array}$$

### Experimental Diets

The experimental diets were produced by dissolving CPM (Sigma-Aldrich AS, Norway) in feed oil (mixture of soybean oil and fish oil, 1:6). The feed oil was then vacuum-coated on top of a commercially available pellet (Amber Neptun for marine fish, 3 mm, Skretting, Stavanger, Norway) at a level of 1% oil inclusion. The control diet was produced correspondingly using 1% feed oil without CPM. All four batches of feed were analyzed for CPM content immediately after production and thereafter stored at −20°C until use.

### Quantification of Chlorpyrifos-methyl and 3,5,6–Trichloro–2–pyridinol

The concentration of CPM in feeds was quantified with gas chromatography using flame photometric detection by Eurofins (Eurofins Scientific, Hamburg Germany), based on the multi-residue method DFG S19 (CEN EN12393). The content of CPM in the control feed was below the limit of quantification, which was 0.01 mg/kg.

Liver and bile samples from nine fish from each treatment were pooled to three samples (pools of three fish per replicate tank). Quantification of CPM and its main metabolite 3,5,6-trichloro-2-pyridinol in liver and bile was done with ultra-high performance liquid chromatography/electrospray ionization (ESI)–tandem mass spectrometry (MS/MS) analysis. Liver samples of 0.5 g of pooled tissue were accurately weighed into a 15-ml Falcon tube. Each pool consisted of equal amounts of liver from three fish. Then, 1-ml acetonitrile (ACN):acetone (80:20) with 1% formic acid was added, and the tube was vigorously shaken by vortex for 1 min. After that, 0.5 g of MgSO_4_ was added, and the tube was immediately shaken for 1 min more. The sample was centrifuged at 6,000 rcf·g for 5 min, and, finally, 100 µl of the extract was diluted with 800-µl water and 100 µl of 25 ng/ml stable isotopically labeled internal standard (SIL-IS) solution. Finally, the diluted extract was filtered through 0.45-µm nylon filters, and 2 µl was injected into the liquid chromatography (LC)–MS/MS system. For bile samples, 400 µl (of pooled samples) of ACN:acetone (80:20) with 1% formic acid was added to 100 µl of bile in a 2-ml Eppendorf tube. The tube was vortexed for 1 min and centrifuged at 12,600 rcf·g for 5 min. Then, 250 µl of the extract was fourfold diluted with 650-µl water and 100 µl of 25 ng/ml SIL-IS solution. Finally, the diluted extract was filtered through 0.45-µm nylon filters, and 2 µl was injected into the LC-MS/MS system together with the internal-labeled internal standard mix (composed by CPM-D_6_ and TCP-^13^C_3_). The LC-MS/MS system was equipped with a triple quadrupole analyzer (TQS, Waters). Quantification was performed by means of calibration standards in solvent using relative responses to the selected SIL-IS, except for bile that was quantified using matrix-matched calibration standards. Sample identity was confirmed according to the SANTE/11813/2017, 2017 guideline (European Commission, 2017).

### RNA Isolation

Liver specimen were thoroughly homogenized on dry ice before RNA extraction using the RNeasy Plus mini kit (Qiagen, Oslo, Norway). RNA quantity and quality were determined by using the NanoDrop ND-1000 UV-Vis Spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA) and the Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto-CA, USA). The RNA integrity number (RIN value) was 9.3 ± 0.1 (mean ± SEM, *n* = 36).

### Transcriptomic Analysis

RNA-seq was used to screen for transcripts potentially affected by 30 days of dietary CPM exposure in 36 cod liver samples (*n* = 9 per treatment). For a detailed description of the RNA-seq method, see Olsvik et al. (2019). Briefly, 3-μg total RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEBNext^®^ UltraTM RNA Library Prep Kit for Illumina^®^ (NEB, USA) following the manufacturer’s recommendations. Messenger RNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEBNext First-Strand Synthesis Reaction Buffer (5X). First-strand complementary DNA (cDNA) was synthesized using random hexamer primer and M-MuLV reverse transcriptase (RNase H-). Second-strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. After adenylation, NEBNext Adaptor were ligated to prepare for hybridization. Library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, USA). USER Enzyme (NEB, USA) was used with size-selected, adaptor-ligated cDNA before polymerase chain reaction. At last, polymerase chain reaction products were purified (AMPure XP system), and library quality was assessed on the Agilent Bioanalyzer 2100 system. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using HiSeq PE Cluster Kit cBot-HS (Illumina) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina NovaSeq platform, and paired-end reads were generated. Clean reads (49,654,219 ± 5,149,769, *n* = 36, mean ± st.dev.) were obtained by removing reads containing adapter, reads containing poly-N, and low-quality reads from raw data. Alignment and mapping were conducted by using TopHat2 and the Atlantic cod reference genome (deposited at ENSEMBL, about 70% of clean reads mapped to the genome). RSEM software was used to estimate gene expression levels for each sample (Li and Dewey, 2011). Clean data were mapped back onto the assembled transcriptome, and a read-count for each gene was acquired from the mapping results.

### Metabolomic Analysis

Global biochemical profiles were determined for 36 liver samples (*n* = 9 per treatment). Extracted samples were divided into five fractions: two for analysis by two separate reversed-phase/ultra-performance liquid chromatography (UPLC)–MS/MS methods with positive ion mode ESI, one for analysis by reversed-phase/UPLC-MS/MS with negative ion mode ESI, one for analysis by hydrophilic interaction chromatography/UPLC-MS/MS with negative ion mode ESI, and one sample was kept for backup. Waters ACQUITY UPLC and Thermo Scientific Q-Exactive high-resolution/accurate mass spectrometer interfaced with a heated electrospray ionization (HESI-II) source and Orbitrap mass analyzer operated at 35,000 mass resolution were utilized for all methods. The sample extract was dried then reconstituted in solvents compatible with each of the four methods. Each reconstitution solvent contained a series of standards at fixed concentrations to ensure injection and chromatographic consistency. Two aliquots were analyzed using acidic positive ion conditions. One was optimized for more hydrophilic compounds, while the other one was optimized for more hydrophobic compounds. The third aliquot was analyzed using basic negative ion optimized conditions using a separate dedicated C18 column, while the fourth aliquot was analyzed via negative ionization. Peaks were quantified using area under the curve. The final data were normalized in terms of raw area counts. Instrument variability was 3% for internal standards, and total process variability for endogenous metabolites was 9%. Identification of known chemical entities was based on comparison with metabolomic library entries of purified standards.

### Plasma Parameters

Cortisol levels, cholinesterase activity, ALAT, ASAT, and total protein levels were determined in 36 plasma samples (*n* = 9 per treatment). Plasma cortisol was determined with solid-phase enzyme-linked immunosorbent assay using the Demeditec DEH3388 kit and the manufacturer’s protocol (Demeditec Diagnostics GmbH, Kiel-Wellsee, Germany) and a microplate reader at 450 nm (Sunrise absorbance reader, TECAN, Salzburg, Austria), using a standard curve of 10–800 ng/ml. Plasma cholinesterase activity (mainly butyrylcholinesterase), ALAT, ASAT, and total protein were determined using the Maxmat Biomedical Analyser (SM1167, Maxmat S.A., France) with Maxmat reagents and the appropriate calibrators, standards, and controls. Plasma cholinesterase activity was determined with a colorimetric assay. ALAT and ASAT were quantified with a kinetic UV method (an International Federation of Clinical Chemistry and Laboratory Medicine method without pyridoxal phosphate). Total protein was quantified with a biuret method. All determinations were carried out in duplicates.

### Liver 7-Ethoxyresorufin-O-Deethylase Activity

Thirty-six liver samples were analyzed for EROD activity (*n* = 9 per treatment). The preparation of microsomal fractions for EROD activity assay was conducted as described by Nilsen et al. (1998), with minor modifications as outlined by Sanden et al. (2018). In brief, 250 to 300 mg of liver tissue was used to prepare the microsomal fractions. The microsomal fraction per well (10 μl) was added and incubated in 0.98-ml EROD buffer with 5-μl 7-ethoxyresorufin solution and 5-μl nicotinamide adenine dinucleotide phosphate (NADPH) solution for 12 min. Two wells with 0.99-ml EROD buffer, 5-μl 7-ethoxyresorufin solution, and 5-μl NADPH solution were prepared for background subtraction. Production of resorufin was quantified as fluorescence change over time (Victor TMX5 2030 Multilabel Plate Reader, Perkin Elmer, Upplands Väsby, Sweden). Enzyme activity (micromole per minute per milligram protein) was calculated as described by Ganassin et al. (2000). For calculation of microsomal fraction total protein concentration, a Pierce 660-nm protein assay was used according to the manufacturer’s protocol (Life Technologies, Oslo, Norway).

### Hypoxia Stress Test

Eighteen fish (*n* = 6 per replicate tank) per treatment were randomly selected and netted into a tank with the same dimensions as the experimental tanks (total 72 fish). After a 4-h period of undisturbed condition, the water inlet was gently closed to generate gradually reduced O_2_ concentration in the water. O_2_ saturation was constantly monitored and recorded every minute during the trial. At loss of equilibrium, fish were removed and time, PIT-ID, and O_2_ saturation recorded, defining the critical low oxygen concentration for the individual fish (LOE_hyp_). Removed fish were transferred to tanks with fully O_2_ saturated water and regained equilibrium and normal swimming behavior within minutes.

### Statistics

One-way analysis of variance (ANOVA) with Holm–Šidák’s post hoc test was used to test whether the treatment effects were significant. Brown–Forsythe and Bartlett’s tests were used for evaluation of homogeneity of variances, and the values were log-transformed before ANOVA if deemed necessary. Nonparametric Spearman’s rank correlation was used to search for relationship between two ranked variables. A parametric survival test (generalized linear model), using time to LOE_hyp_ (LogNormal) and fish weight as input variables, was used to test for differences among treatments in response to gradual hypoxia.

Differential expression analysis of two treatment groups for the RNA-seq data was performed on gene level raw read count matrix using the Bioconductor DESeq2 package (Love et al., 2014) implemented in the program “R” (http://cran.r-project.org/). Genes with an adjusted p-value (Benjamini and Hochberg, 1995) as determined by DESeq2 (p-adj < 0.05) were considered differentially expressed. Genes differentially expressed with a more relaxed cutoff (p-adj < 0.1) were used for comparison with metabolites in pathway enrichment analysis in Ingenuity Pathway Analysis (IPA) (Qiagen, Redwood City, CA, USA) and MetaCore (Thompson Reuters, Genego, St. Joseph, MI, USA). Hierarchical cluster analysis, using gene-level normalized count matrix (after regularized log transformation) and metabolites, was performed using Qlucore Omics Explorer 3.3 (Qlucore, Lund, Sweden). Gene set enrichment analysis (GSEA) was performed using human orthologs to Atlantic cod Ensembl genes as identifiers, using the gene sets Hallmark, Kyoto Encyclopedia of Genes and Genomes (KEGG), and Reactome and Gene Ontology Biological Process (GO BP) in GSEA Molecular Signatures Database (msigdb.v6.2) (Subramanian et al., 2005). The genes were ranked based on adjusted p-values from DESeq2 analysis, and the pre-ranked option of GSEA was performed.

ANOVA contrasts and Welch’s two-sample t-tests were used to identify metabolites that differed significantly between experimental groups (*p* < 0.05). Values were log-transformed before statistical analyses. Missing values were replaced with substituted values using imputation. Statistical analyses of the log-transformed data were done with “R.” Functional pathway analyses were generated using IPA and MetaCore.

Benchmark dose (BMD) analysis was performed on the responses of the dietary exposures according to the EFSA’s guidance document (EFSA, 2017b). Data were fitted on two model families (exponential and Hill), by using the EFSA web-based statistical model module (Proast, version 66.38 https://shiny-efsa.openanalytics.eu/app/bmd). Akaike information criterion (AIC) was used to assess significant fitted models. The difference of 2 in AIC values was used to accept a model as significant (EFSA, 2017b). BMD models were significant when the AIC of the model was lower than the AIC of the null model (no dose–response) -2 (AIC < AICnull - 2), and the model with lowest AIC (AICmin) was lower than the AIC of the full model +2 (AICmin < AICfull + 2) (EFSA, 2017b).

Model averaging was performed for continuous data as available in the current version of Proast. The 90% lower and upper confidence intervals for the BMD (BMDL and BMDU, respectively) were estimated including bootstrap with a standard of 200 Bootstraps. The BMDL is defined as the dose not expected to give an adverse effect. A 5% change in the benchmark response (BMR) was used as starting point for model fitting of apparent adverse effects (EFSA, 2017b) such as reduced growth, hypoxia tolerance, and cholinesterase inhibition. For markers of exposure effects on liver (transcriptomic and metabolites), the BMR was expanded, and the BMDL for BMRs of 20% changes was considered (BMDL_20_).

## Results

### Survival and Growth

Of the 276 fish used in this experiment (23 per tank), one fish from one of the control tanks died during the treatment period. 

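The 36 fish whose liver RNA was sequenced were weighed and measured after 30 days on the 4 feeds. End weight was 234 ± 40.4 g (SD, n = 9) in the control group, 207 ± 61.6 g in the low group, 229 ± 54.5 g in the medium group and 224 ± 39.2 g in the high group. Length was 28.8 ± 1.29 cm, 27.8 ± 2.05 cm, 27.7 ± 1.89 cm and 28.3 ± 1.45 cm in the same order. The group means lay closer together than the fish within each group, with p = 0.693 for weight and p = 0.534 for length in permutation tests of the F statistic over the 4 groups. Single fish weighed from 128 g in the medium group to 339 g in the low group.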

No statistical difference in end weight, length, or growth was observed between the treatment groups, for the 36 fish used for downstream analyses of plasma, liver, and bile parameters (*n* = 9 per treatment), or the 72 fish used in the hypoxia stress test (*n* = 18 per treatment) (one-way ANOVA, **Table 2**). For the 36 fish used in the main experiment and the 72 fish used in the hypoxia stress test, there were significant differences between the control + low group and the medium + high group (t-test, 36 fish, *p* = 0.0049; 72 fish, *p* = 0.0027), with larger weight gain in the medium + high fish group. Growth, expressed as tank SGR, however showed a significant dose–response with a BMDL of 125 µg/kg (**Table 3**). Tank SGR also correlated significantly with exposure dose, end weight, liver and bile CPM, bile TCP, and total protein in plasma (Spearman’s rank correlation analysis, *p* < 0.05).

**Table 2:** Fish weight (g), total length (cm), and growth (g) after 30 days of dietary exposure to chlorpyrifos-methyl. Overall ANOVA showed significance for growth (weight gain) for the 36 fish group (*p* = 0.0497) and the 72 fish group (*p* = 0.0251), but the Holm–Šidák’s multiple comparisons test showed no significance between the treatment groups. Mean ± SEM.

Group	n	Control			Low			Medium			High		
		Weight	Length	Growth	Weight	Length	Growth	Weight	Length	Growth	Growth	Length	Growth
Liver, bile and plasma parameters (36 fish)	9	233 ± 13	28.8 ± 0.4	25 ± 7	207 ± 21	27.8 ± 0.7	22 ± 8	229 ± 18	27.7 ± 0.6	43 ± 5	224 ± 13	28.3 ± 0.3	44 ± 7
Hypoxia stress test (72 fish)	18	213 ± 10	27.8 ± 0.4	31 ± 5	214 ± 11	27.7 ± 0.4	27 ± 5	209 ± 9	27.5 ± 0.4	42 ± 4	210 ± 10	27.5 ± 0.4	43 ± 4

**Table 3:** Benchmark doses (BMD), lower and upper 90% confidence interval [BMDL and BMDU (mg CPM/kg), respectively], ratio BMDU to BMDL (BMDU/BMDL) for relevant responses in Atlantic cod fed graded levels of chlorpyrifos-methyl for 30 days (mg CPM/kg). For parameter abbreviations, see main text.

Whole body parameters	BMDL_05_	BMDU_05_	BMDU/BMDL
Weight	none	none	
Length	none	none	
SGR individual	none	none	
SGR tank	0.125	18	144
FCR tank	none	none	
Feed intake	none	none	
Plasma parameters	BMDL_05_	BMDU_05_	BMDU/BMDL
Cholinesterase	5.55e-05	16,3	293694
Cortisol	none	none	
ASAT	none	none	
ALAT	none	none	
Total protein	2.58	25.8	10.0
Pesticide residues	BMDL_05_	BMDU_05_	BMDU/BMDL
Liver CP	none*	none*	
Liver TCP	none*	none*	
Bile CP	1.01	3,09	3,1
Bile TCP	0.08	2.24	27,1
Metabolites	BMDL_05_	BMDU_05_	BMDU/BMDL
S-methylglutathione	0.24	2.53	11
Glutarylcarnitine	0.0863	2.78	32
Lactate	0.0481	6.36	132
Creatinine	0.061	2.39	39
DiHOME	0.0624	20.3	325
17-HDoHE	1.02	19.7	19
Gene expression	BMDL_05_	BMDU_05_	BMDU/BMDL
*gsta2*	0.6	41.8	73
*gstz*	0.547	28.9	53
*mgst1*	0.371	121	326
*gpx1*	0.553	262	474
*cyp2u1*	0.1	16.3	157
*cyp2x9*	0.3	14.2	43

No difference full and regression model AICmin < AICfull + 2. indicated with “*”.

### Chlorpyrifos-methyl and 3,5,6–Trichloro–2–pyridinol Accumulation in Liver and Bile

**Table 4** shows the accumulated levels of CPM and the major metabolite TCP in liver tissue and bile after 30 days of dietary exposure. Both the liver and bile showed a dose-dependent accumulation of CPM and TCP, with significantly elevated concentrations in the high-treatment group compared with those in the control (one-way ANOVA, *p* < 0.05). Liver tissue in fish exposed to the highest concentration contained high levels of CPM, while bile from fish in the high-dose group contained high levels of TCP.

**Table 4:** Accumulated levels of chlorpyrifos-methyl and its metabolite TCP in liver (ng/g) and bile (ng/ml) of Atlantic cod exposed to the pesticide for 30 days.

	Control	Low (0.5 mg/kg)	Medium (4.2 mg/kg)	High (23.2 mg/kg)
Liver				
Chlorpyrifos-methyl	2.2 ± 0.6	50.4 ± 12.7	382.7* ± 25.7	4007* ± 426.3^b^
TCP	0.9 ± +0.4	13.3 ± 1.8	15.5 ± 8.2	66.1 ± 9.8^b^
Bile				
Chlorpyrifos-methyl	6.2 ± 0.2	6.1 ± 0.1	10.0 ± 0.4	38.0 ± 5.4^b^
TCP	3.5 ± 1.0	5.1 ± 2.3	47.3 ± 8.7	866.7* ± 265.0^b^

*Based on partly/fully estimated concentration >> highest validation level (100 ng/g or 100 ng/ml).

Measured concentrations of chlorpyrifos-methyl in the experimental diets are given in the column captions. The values for liver and bile represent pools of three animals. Three pooled samples were analyzed per treatment (n = 3). In total, 12 liver and 12 bile samples were analyzed for chlorpyrifos-methyl and TCP. The letter b denotes significant difference from the controls (one-way ANOVA). Mean ± SEM.

### Plasma Parameters

Parameters determined in plasma are shown in **Table 5**. Cortisol was significantly elevated in plasma from Atlantic cod exposed to the highest dose (one-way ANOVA, *p* = 0.0343) compared with that of the control. Plasma cholinesterase was significantly lower in fish from all exposure groups compared with that of the control (low, *p* = 0.0457; medium, *p* = 0.035; high, *p* = 0.041). Plasma cholinesterase specific activity (enzyme activity normalized to total protein, micromole per minute per milligram) showed significance only for the highest dose (*p* = 0.0293). For ALAT, there was a significant difference between the low- and medium-dose groups but no difference between controls and exposed fish. For the other plasma parameters measured (ASAT and total protein), no significant effects were observed after 30 days of exposure.

**Table 5:** Plasma parameters measured in Atlantic cod exposed to chlorpyrifos-methyl for 30 days. Overall one-way ANOVA p-values are given in the table.

Plasma parameter	ANOVA	Control	Low	Medium	High
Cortisol (ng/ml)*	*p* = 0.0476	12 ± 5^a^	40 ± 11^a^	43 ± 9^a^	63 ± 16^b^
Cholinesterase (units/ml)	*p* = 0.0043	628 ± 18^a^	575 ± 11^b^	553 ± 11^b^	572 ± 14^b^
ALAT (units/ml)**	*p* = 0.0219	6.2 ± 1.9^ab^	4.9 ± 0.9^a^	11.4 ± 2.3^b^	5.7 ± 1.0^ab^
ASAT (units/ml)	*p* = 0.4746	106 ± 21	84 ± 8	124 ± 19	106 ± 19
Total protein (g/dl)	*p* = 0.0703	4.2 ± 0.9	4.1 ± 1.3	4.2 ± 1.1	4.4 ± 0.7

*Two outliers removed from the control group [ROUT (Q = 1%)]. One missing value from the high group.

**One outlier removed from the control group and one from the high group.

Letters a and b denote significant differences. Mean ± SEM. n = 9.

### Liver 7-Ethoxyresorufin-O-Deethylase Activity

Treatment with CPM for 30 days had no significant effect on liver EROD activity (**Figure 1A**). EROD activity correlated weakly but significantly with *cyp1a1* messenger RNA in liver (Spearman’s rank correlation analysis, *p* = 0.0245, *n* = 36).

**Figure 1:**
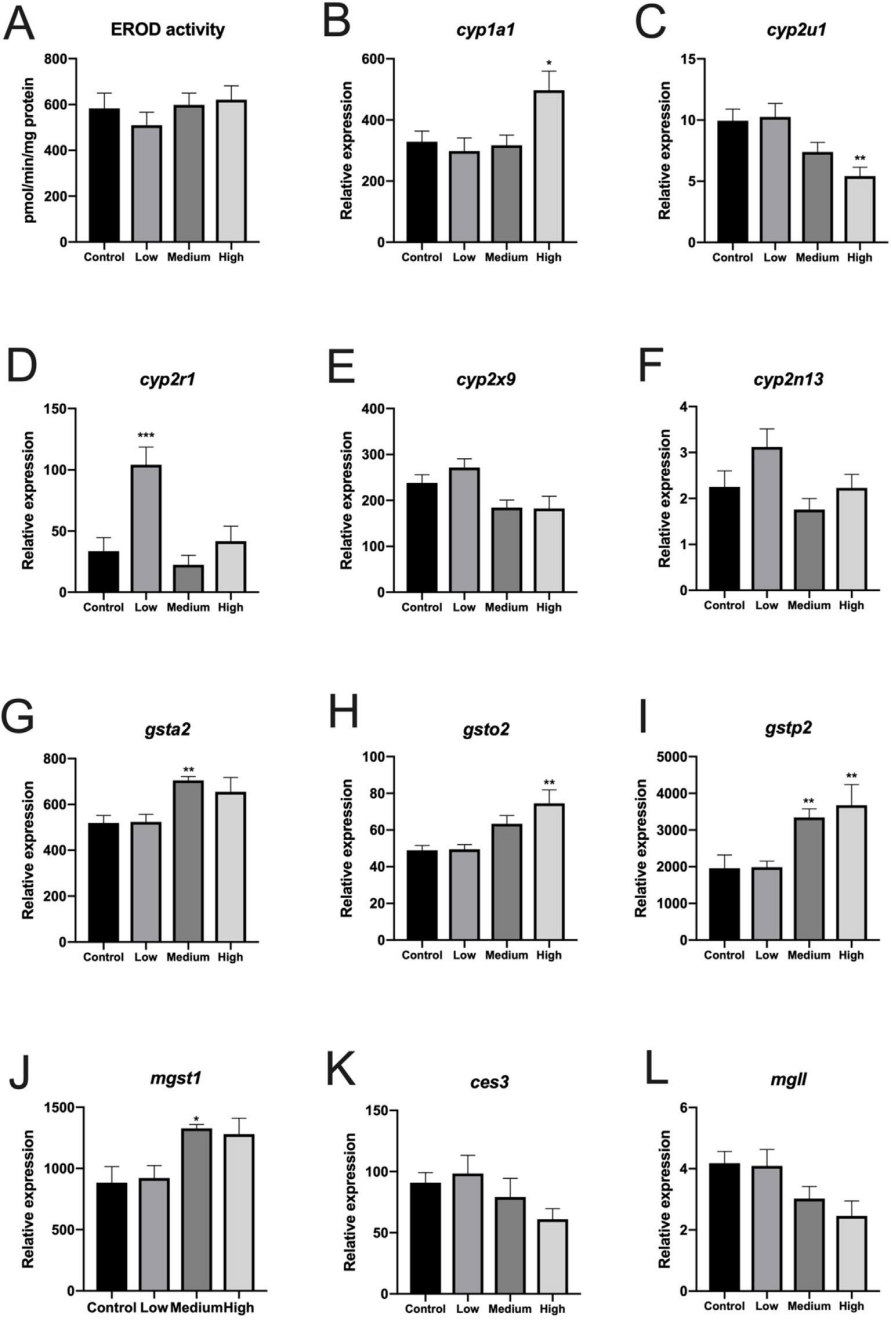
7-Ethoxyresorufin-O-deethylase activity and expression of selected genes (RNA-seq data) in liver of Atlantic cod exposed to three concentrations of chlorpyrifos-methyl for 30 days. **(A)** EROD activity, **(B)***cyp1a1*, **(C)***cyp2u1*, **(D)***cyp2r1*, **(E)***cyp2x9*, **(F)***cyp2n13*, **(G)***gsta2* (resemble human *gsta1* and zebrafish *gstal*), **(H)**, *gsto2*, **(I)***gstp2*, **(J)***mgst1*, **(K)***ces3*, and **(L)***mgll*. *n* = 6. B–L show relative transcript values based on fragments per kilobase of sequence per million mapped reads. Mean ± SEM.

### Transcriptional Responses

Sequencing output and quality are shown in **Table S1** (**Supplementary File 6**). 

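Liver RNA was sequenced from 36 Atlantic cod after 30 days on control feed (9 fish) or on feed with chlorpyrifos-methyl, an organophosphate insecticide (27 fish). There were 9 fish in each of 4 groups, a control group and groups at a low (0.5), a medium (4.2) and a high (23.2) dose in mg of the insecticide per kg feed. The libraries were made from poly-A RNA, and the authors removed low-quality reads, aligned the rest to the Ensembl cod genome with TopHat2 and counted reads per gene with RSEM. The table holds whole-number counts of 22154 genes, of which 20446 had a count in at least 1 fish. Total counts per fish ran from 11579125 to 17005427 in the control group (median 13668973), from 10499478 to 14685741 in the low group (median 12961220), from 11314726 to 14041582 in the medium group (median 13130295) and from 10586380 to 14482124 in the high group (median 12796049). The paper's mean of clean reads per fish is 49654219 ± 5149769 (SD), a number of reads before alignment, and all values given here use the counts. Genes with few counts were left out with edgeR's filterByExpr, libraries were scaled by TMM, and each dose was compared with the control group by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2, the test named in the paper, was run on the same fish. Levels are given as counts scaled to library size (CPM in these values and figures, where the insecticide is written out). Gene names come from Supplementary File 1, which lists 394 genes, 372 of them with a name, so that every named member of a gene list is a gene that the study had picked from these fish. The tank of each fish is not among the sample labels, so that p-values measure the spread among fish.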

The sequencing data have been deposited in the Gene Expression Omnibus database (accession no. GSE133594). Transcripts that were differentially regulated in liver of Atlantic cod after 30 days of being fed three levels of CPM-enriched diet are shown in **Supplementary File 1**. 

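In the low group, genes of cytokine feedback and stress response had higher mean levels than in control fish. The suppressor of cytokine signalling socs1 (ENSGMOG00000012036) had 3.94 ± 1.81 CPM (SD, n = 9) in control fish and 16.7 ± 11.0 in low-dose fish, and the transcriptional co-regulator irf2bp2 (ENSGMOG00000018781) had 335 ± 24.0 and 481 ± 77.5. All 9 low-dose fish lay above the control median for both genes. Their log2 fold changes were 2.09 (SE 0.37) and 0.53 (SE 0.10), each with adjusted p = 0.165 in edgeR. Of 6 named immediate-early and cytokine feedback genes, 5 were higher in the low group, with a median log2 fold change of 0.82, and all 5 passed when adjusted over the list alone, which is not independent evidence because the study picked these genes from the same fish. The list passed limma's camera test (adjusted p = 8.8e-19, and adjusted p = 0.00078 with an estimated correlation), which for the same reason is not independent evidence either. The list included the tribbles homolog trib1 at 1.25 (SE 0.31) and the growth-arrest gene gadd45ab at 1.10 (SE 0.25).

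The membrane-cytoskeleton linker ezrin, ezra (ENSGMOG00000013113), had 172 ± 21.5 CPM in control fish, 232 ± 56.5 in the low group, 278 ± 49.7 in the medium group and 306 ± 73.0 in the high group (SD, n = 9). It rose at the medium dose with a log2 fold change of 0.69 (SE 0.11, adjusted p = 0.0377 in edgeR), and all 9 medium-dose fish lay above the control median. At the high dose its log2 fold change was 0.83 (SE 0.14, adjusted p = 0.0781 in edgeR). Among the genes with the smallest p at the high dose were xkrx at 0.54 (SE 0.10), the phosphatase ppap2d at 0.58 (SE 0.11), the nucleolar gene knop1 at -0.71 (SE 0.13) and the cAMP phosphodiesterase pde4a at -0.55 (SE 0.11), with adjusted p from 0.173 to 0.191 in edgeR.

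At an adjusted p below 0.05, edgeR called 0 of 14079 genes at the low dose, 1 of 14118 at the medium dose (ezra) and 0 of 14098 at the high dose. At an unadjusted p below 0.05 there were 452, 1454 and 1935 genes, where 704, 706 and 705 would be expected by chance. These expected numbers carry no spread. In edgeR, other splits of the same fish gave up to 3042, 2270 and 1966 genes at this unadjusted p. Of 100 splits, the real one included, 81, 7 and 2 gave as many as the real groups. DESeq2 on the same fish called 6, 26 and 103 genes. Other splits gave up to 111, 310 and 408 DESeq2 calls, and 10, 9 and 2 of 60 splits, the real one included, gave as many. The edgeR call of ezra was lost in 15 of 18 fits that left out 1 fish and stayed without control replicate 2, medium replicate 1 or medium replicate 7.

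**Figure D1:**
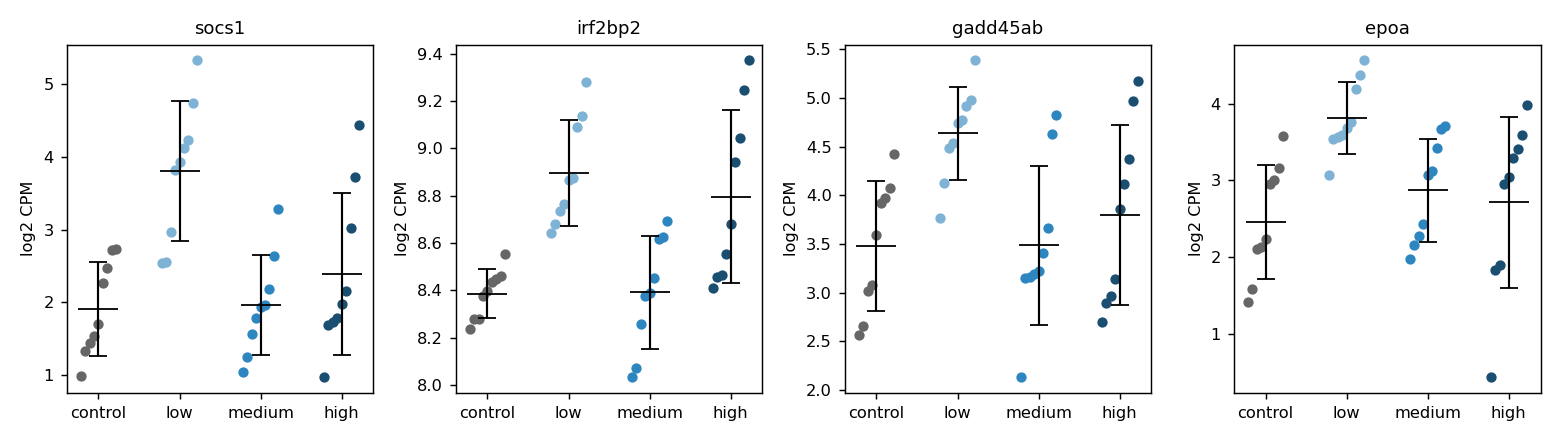
Expression (log2 CPM) of socs1, irf2bp2, gadd45ab and epoa in each fish by group. Points are fish, the long bar is the mean and the error bar the SD (n = 9); all 9 low-dose fish lie above the control median for each of the 4 genes.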

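Direction was read from the fold changes of the called genes. In DESeq2 at an adjusted p below 0.05, the low group had 6 higher and 0 lower genes, the medium group 14 higher and 12 lower, and the high group 76 higher and 27 lower. The same DESeq2 fit at an adjusted p below 0.1 gave 8 higher and 1 lower gene at the low dose, 31 and 31 at the medium dose and 195 and 81 at the high dose. With DESeq2's own filter set to that threshold, which was chosen after seeing the data, it gave 10 higher and 3 lower, 57 and 29 (with 1884 genes left to adjust over, where the fit had 17401 before), and 191 and 104.

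Across the 4 groups ranked by dose, 56 genes had a positive and 17 a negative slope on the rank of the dose at an adjusted p below 0.05 in edgeR, of 14406 tested; a slope does not mean a change at every step. The sterol transporter gene tmem97 rose by 0.87 per step on the log2 scale (SE 0.17, adjusted p = 0.0203 in edgeR), the sterol sensor insig1 by 0.47 (SE 0.09, adjusted p = 0.0205 in edgeR) and ezra by 0.27 (SE 0.05, adjusted p = 0.0053 in edgeR). The antioxidant genes txnrd1 (thioredoxin reductase) and gclm (glutathione synthesis) rose by 0.24 (SE 0.05) and 0.34 (SE 0.08), with adjusted p = 0.0282 and adjusted p = 0.0395. The stress-hormone co-chaperone fkbp5 had a slope of -0.69 (SE 0.16, adjusted p = 0.0395 in edgeR) and pde4a of -0.18 (SE 0.03, adjusted p = 0.0203 in edgeR). Supplementary File 1 lists 71 of these 73 genes. Leaving out 1 fish moved the number of trend genes from 1, without high replicate 3 or high replicate 7, to 523, without control replicate 2.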

Most of the differentially regulated transcripts were upregulated (**Table 6**). 

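No gene passed an adjusted p below 0.05 in edgeR at more than 1 dose, and at an adjusted p below 0.1 ezra alone was shared, by the medium and high groups. In DESeq2 at an adjusted p below 0.05, medium and high shared 7 genes (5 higher, 2 lower), low and high shared 1 (irf2bp2), and low and medium shared 0. Among the genes that DESeq2 tested at both the medium and the high dose, 10 higher and 8 lower genes of the medium list remain, and independent lists would share 0.0682 higher and 0.0194 lower genes between medium and high, and 0.0409 higher genes between low and high. At an unadjusted p below 0.05 in edgeR, 353 genes were higher and 256 lower at both the medium and the high dose. Low and medium shared 42 higher and 37 lower genes, and low and high 65 and 53.

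The 3 comparisons use the same control fish, and simulated groups without any effect shared 131 genes in the same direction (range 111 to 149 over 20 simulations) with a correlation of fold changes of 0.50. Genes were simulated independently of one another, so that real groups without effect may spread more widely than this range. Across genes, which are not independent replicates, the fold changes had a correlation of 0.63 (covariance 0.057) between medium and high, 0.43 (covariance 0.029) between low and high and 0.28 (covariance 0.017) between low and medium, where the simulated covariance was 0.028. With the control fish split into groups of 4 and 5, medium and high shared 124 genes on average, low and high 19.1 and low and medium 9.25, where independent lists would share 53.7, 32.5 and 26.5. The correlations were then 0.21, -0.053 and -0.17.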

There were few overlapping transcripts that were differentially affected by the three exposure concentrations (*p*-adj <0.05, **Figure 2A**). Transcripts with cutoff stringency *p*-adj <0.10 (**Figure 2B**) were used as input in the IPA and MetaCore analysis in combination with significant metabolites. Analyzed with one-way ANOVA, *cyp1a1* (**Figure 1B**) and four transcripts encoding glutathione-S-transferases (*gsta2*, *gsto2*, *gstp2*, and *mgst1*, **Figures 1G–J**) were significantly affected by the treatment (*p* < 0.05). 

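Glutathione transferases join glutathione to foreign compounds, and the 4 genes of this family that Supplementary File 1 names had higher mean levels than in control fish at the medium and high doses. The omega-class gene gsto2 (ENSGMOG00000016016) had 32.0 ± 5.82 CPM (SD, n = 9) in control fish, 34.2 ± 6.59 in the low group, 43.6 ± 7.96 in the medium group and 54.1 ± 22.3 in the high group, where all 9 fish lay above the highest control fish. The pi-class gene gstp2 (ENSGMOG00000012518) had 948 ± 569, 994 ± 240, 1703 ± 445 and 1955 ± 1021 in the same order. The microsomal gene mgst1.2 (ENSGMOG00000014637) had 396 ± 183 in control fish and 626 ± 53.2 in the medium group, and the alpha-class gene gsta.1 (ENSGMOG00000005752) 369 ± 75.8 and 533 ± 65.5. Whether gsta.1 is the gene that the paper calls gsta2 is not settled by the names.

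Over the 4 groups, permutation tests of the F statistic on log2 CPM gave p = 0.00015 for gsto2, p = 0.00185 for gstp2, p = 0.00571 for gsta.1 and p = 0.00713 for mgst1.2 (adjusted over these genes and cyp2u1, p = 0.00075, p = 0.00438, p = 0.00713 and p = 0.00713). Against control, two-sided exact permutation tests gave gsto2 at the high dose a log2 difference of 0.69 (adjusted p = 0.00062) and at the medium dose 0.45 (adjusted p = 0.00851). At the medium dose, in the same exact tests, the log2 difference was 0.55 for gsta.1 (adjusted p = 0.00154), 1.03 for gstp2 (adjusted p = 0.0147) and 0.81 for mgst1.2 (adjusted p = 0.00851). With surrogate variables in edgeR the medium-dose log2 fold changes were 0.30 for gsta.1 (0.54 without them), 0.27 for gstp2 (0.85) and 0.18 for mgst1.2 (0.66). Surrogate variables also shrank the high-dose log2 fold change of gsto2 by more than 1.5 times. At the high dose the exact tests gave 1.08 for gstp2 (adjusted p = 0.0374), 0.73 for mgst1.2 (adjusted p = 0.0556) and 0.42 for gsta.1 (adjusted p = 0.0914). Low-dose differences ran from 0.09 to 0.26, with exact p of at least 0.42. With every gene tested, edgeR's test over the 4 groups gave adjusted p from 0.118 to 0.313 for these 4 genes. The study had picked these 4 genes from these fish. The p-values of the permutation tests, and of the list test that follows, are therefore not independent evidence. As a list, the 4 genes had a median log2 fold change of 0.60 at the medium dose (adjusted p = 3.0e-08 in limma's camera test, and adjusted p = 0.0392 with an estimated correlation) and 0.72 at the high dose (adjusted p = 5.7e-05, and adjusted p = 0.0905 with an estimated correlation). In edgeR the slope over ranked doses was 0.26 for gsto2 (SE 0.05, adjusted p = 0.0203) and 0.39 for gstp2 (SE 0.09, adjusted p = 0.0395), while gsta.1 (0.19, adjusted p = 0.0716) and mgst1.2 (0.26, adjusted p = 0.0906) did not pass. The paper's discussion takes these transcripts, beside a metabolite, as further evidence for conjugation of chlorpyrifos-methyl or its products by glutathione transferases. The gene cyp1a1 was not analysed here.

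**Figure D2:**
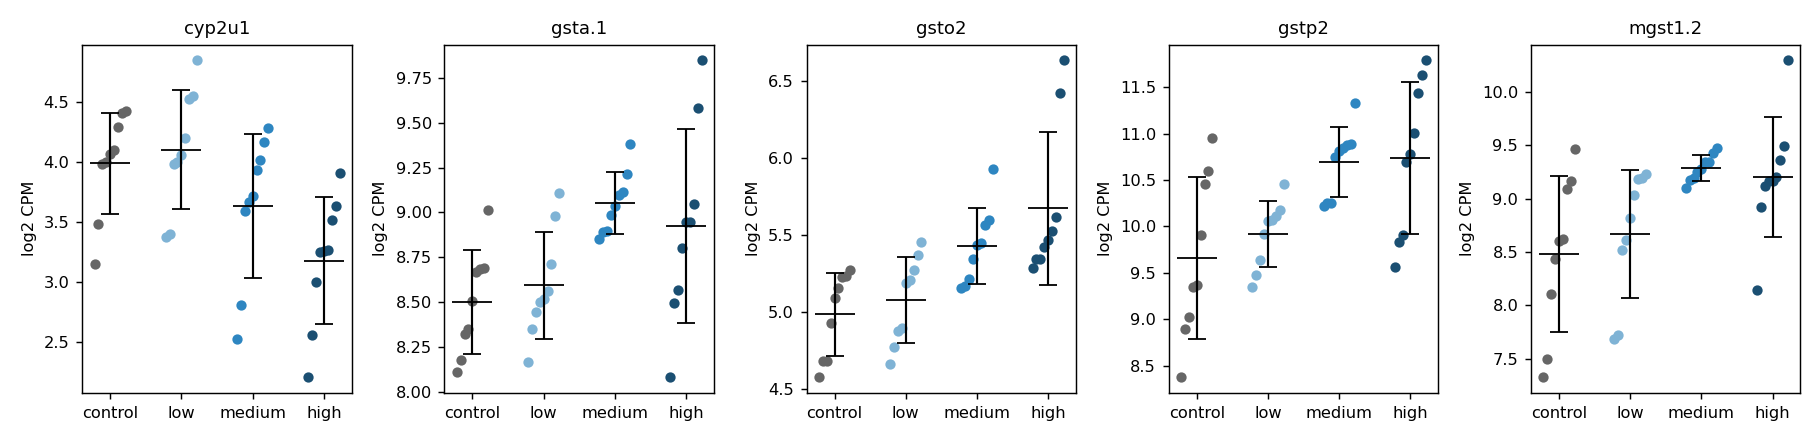
Expression (log2 CPM) of cyp2u1, gsta.1, gsto2, gstp2 and mgst1.2 in each fish by group. Points are fish, the long bar is the mean and the error bar the SD (n = 9); the 9 high-dose fish all lie above the highest control fish for gsto2.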

Some transcripts potentially relevant for CPM detoxification are also shown in **Figure 1** (**Figures 1C–F, K**). **Figure 3A** shows a heatmap depicting expression profile of transcripts that best separate between the control and the treated (combined medium- and high-dose) groups.

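The cytochrome P450 gene cyp2u1 (ENSGMOG00000017507), a fatty acid hydroxylase, was lowest at the high dose. It had 16.3 ± 4.25 CPM (SD, n = 9) in control fish, 18.0 ± 6.07 in the low group, 13.1 ± 4.62 in the medium group and 9.42 ± 3.21 in the high group, where 0 of 9 fish lay above the control median. Over the 4 groups the permutation test of the F statistic gave p = 0.00263. Against control, its log2 difference was -0.81 at the high dose (exact permutation test, two-sided, adjusted p = 0.00851) and -0.36 at the medium dose (exact permutation test, adjusted p = 0.254). With every gene tested, edgeR gave it adjusted p = 0.22 at the high dose and DESeq2 adjusted p = 0.0401. The study had picked cyp2u1 from these fish, so that its permutation p-values are not independent evidence. The genes cyp2r1, cyp2x9, cyp2n13 and ces3 were not analysed here, as no source in hand names their gene identifiers.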

**Table 6:** Number of significantly affected transcripts and metabolites in liver of Atlantic cod exposed to chlorpyrifos-methyl for 30 days using two different significance levels.

Treatment	Transcripts		Metabolites	
	*p*-adj < 0.05	*p*-adj < 0.1	*p*-adj < 0.10	*p* < 0.05
Low (0.5 mg/kg)	6 ↑ 0 ↓	10 ↑ 2 ↓	28 ↑ 10 ↓	54 ↑ 5 ↓
Medium (4.2 mg/kg)	23 ↑ 0 ↓	119 ↑ 2 ↓	36 ↑ 16 ↓	60 ↑ 13 ↓
High (23.2 mg/kg)	90 ↑ 4 ↓	264 ↑ 17 ↓	33 ↑ 18 ↓	100 ↑ 15 ↓

**Figure 2:**
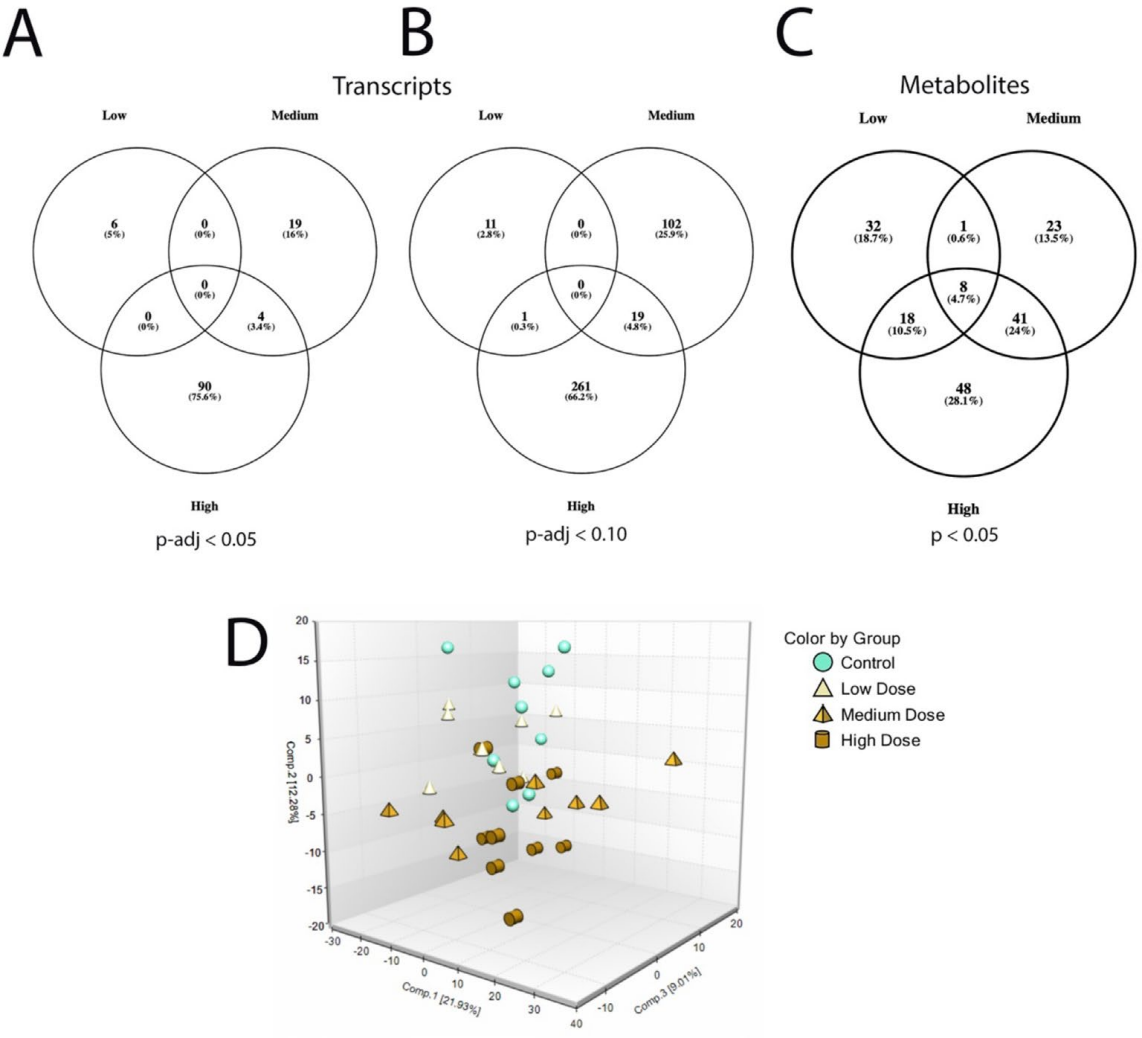
Differentially expressed transcripts and metabolites in the low-, medium-, and high-treatment groups in liver of Atlantic cod exposed to chlorpyrifos-methyl for 30 days. **(A)** Venn diagram of transcripts p-adj < 0.05, **(B)** Venn diagram of transcripts p-adj < 0.10), and **(C)** Venn diagram of metabolites p < 0.05. **(D)** Principal component analysis plot of liver metabolites.

**Figure 3:**
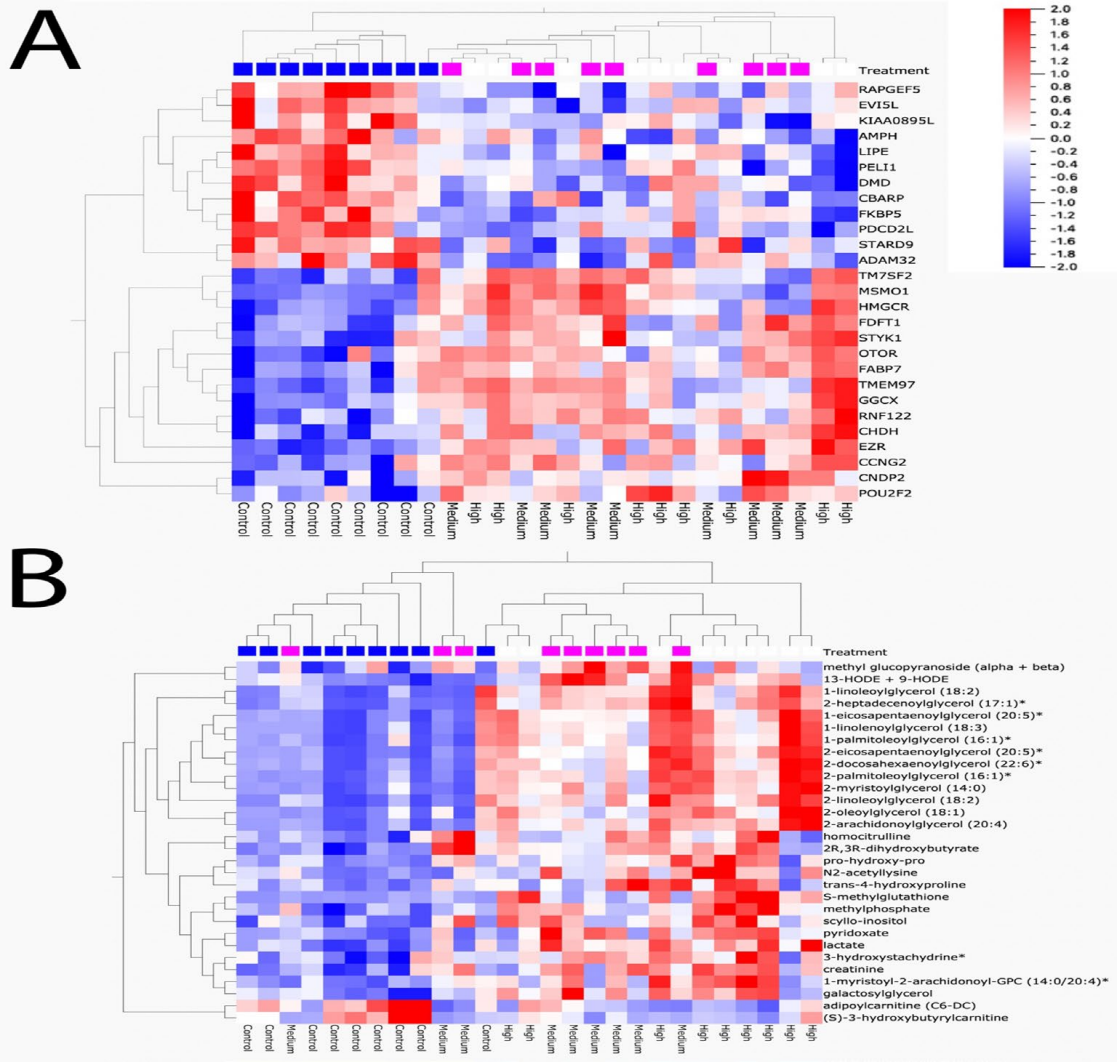
Heat map of transcripts and metabolites that best discriminate between control and chlorpyrifos-methyl-treated groups (medium + high combination). (**A**) Transcripts and (**B**) metabolites. FDR < 0.1

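With the 18 medium- and high-dose fish set together against the 9 control fish, ezra rose (log2 fold change 0.76, SE 0.11, adjusted p = 0.0043 in edgeR) and was the gene called among 14404 tested. The names in Supplementary File 1 identify 16 of the 27 transcripts of Fig. 3A, and 11 of these had a positive and 5 a negative log2 fold change. The co-chaperone gene fkbp5 was at -1.86 (SE 0.36, adjusted p = 0.0786 in edgeR), the ubiquitin ligase gene peli1b at -1.67 (SE 0.33, adjusted p = 0.0786), and evi5l at -1.55 (SE 0.32, adjusted p = 0.0924). The hormone-sensitive lipase gene lipeb, which releases stored fat, was at -0.76 (SE 0.17, adjusted p = 0.129). Choline dehydrogenase chdh was at 1.05 (SE 0.21, adjusted p = 0.0818), the ubiquitin ligase gene rnf122 at 0.81 (SE 0.16, adjusted p = 0.0786) and the vitamin K carboxylase gene ggcx at 0.64 (SE 0.16, adjusted p = 0.147). The sterol genes hmgcra and tmem97 were at 2.02 (SE 0.52) and 2.12 (SE 0.56), with adjusted p = 0.154 in edgeR. At an adjusted p below 0.1, which the paper used for this figure, edgeR called 6 of the 16 and 10 genes in all (6 higher, 4 lower). DESeq2 at an adjusted p below 0.05 called 11 of the 16 and 161 genes in all (124 higher, 37 lower). The others of the 16 (peli1b, evi5l, amph, pou2f2 and cndp2) had no adjusted p in DESeq2. The paper chose the transcripts of this figure for how well they separate these same fish. Neither the direction of the 16 nor the counts called among them are therefore independent evidence.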

After filtering out genes with low (less than 10) read counts and cod genes without mapping to human orthologs (extracted from ENSEMBL database), there were 11,991 genes used as input for pre-ranked (based on *p*-adj values) GSEA. Gene sets (FDR q-value <0.25, GO, KEGG, Reactome, and Hallmark) are shown in **Supplementary File 2**. In the low-dose group, “cholesterol biosynthesis” was the most significant pathway (FDR q-value < 0.049). 

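At the low dose, the genes of cholesterol synthesis had higher mean levels than in control fish. The HMG-CoA reductase gene hmgcra, the rate-limiting enzyme of the pathway, had a log2 fold change of 1.32 (SE 0.64), the lanosterol demethylase gene cyp51 one of 0.97 (SE 0.41) and the lanosterol synthase gene lss one of 0.58 (SE 0.24). All 9 named genes of the list fixed for this pathway had a positive log2 fold change, with a median of 0.66. None of the 9 passed at an adjusted p below 0.05 in edgeR, over all genes or when adjusted over the list alone. The list passed limma's camera test with the preset correlation (adjusted p = 5.2e-10), and not with an estimated correlation (adjusted p = 0.0689 with an estimated correlation). The named members are genes that the study had picked from these fish, so that neither their direction nor the camera test is independent evidence. The median was 1.00 without control replicate 2 and 0.55 without low replicate 2. In 16 of 100 splits of the same fish, the real one included, the median lay as far from 0.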

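At the medium dose, ribosomal protein genes had lower mean levels than in control fish. Of 30 named ribosomal protein genes, 30 had a negative log2 fold change, between -0.40 and -0.24, with a median of -0.30. The small-subunit gene rps8a (ENSGMOG00000017369) had 640 ± 121 CPM (SD, n = 9) in control fish and 482 ± 57.0 in the medium group, a log2 fold change of -0.40 (SE 0.11), and rps13 had 664 ± 124 and 523 ± 59.5. The list fell in limma's camera test with the preset correlation (adjusted p = 1.2e-19, and adjusted p = 0.122 with an estimated correlation). All 30 passed when adjusted over the list alone and 0 over all genes in edgeR. The study had picked all 30 from these fish, so that neither the first count nor the camera test is independent evidence. At the high dose the median was -0.24.

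At the high dose, sterol synthesis genes had higher mean levels than in control fish. The HMG-CoA reductase gene hmgcra (ENSGMOG00000005774) had 35.8 ± 44.3 CPM in control fish and 168 ± 117 in high-dose fish (SD, n = 9), a log2 fold change of 2.23 (SE 0.55, adjusted p = 0.22 in edgeR, adjusted p = 0.019 in DESeq2). The sterol oxidase gene msmo1 (ENSGMOG00000001072) had 24.0 ± 18.4 and 67.0 ± 28.6, a log2 fold change of 1.48 (SE 0.32, adjusted p = 0.199 in edgeR, adjusted p = 0.0032 in DESeq2). All 9 high-dose fish lay above the control median for both genes. The 9 named genes of cholesterol synthesis had a median log2 fold change of 1.23, and the list rose in limma's camera test (adjusted p = 2.0e-16, and adjusted p = 0.0392 with an estimated correlation). Each of the 9 passed when adjusted over the list alone, but neither this nor the camera test is independent evidence for genes picked by the study. Of the base excision repair list, only the DNA glycosylase gene mbd4, whose product leaves a site without a base, has a name in the source, and it had 6.65 ± 1.34 CPM in control fish and 9.10 ± 0.766 in the high group (log2 fold change 0.45, SE 0.12, adjusted p = 0.22 in edgeR, adjusted p = 0.0401 in DESeq2).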

“Peptide chain elongation” and “ribosome” were the two most significant pathways in the medium-dose group (FDR q-value < 0.00), while “steroid biosynthesis” and “resolution of AP sites via the multiple nucleotide patch replacement pathway” (DNA repair) topped the high-dose group ranking (FDR q-value < 0.0013). There were three common gene sets, “Reactome cholesterol biosynthesis,” “KEGG steroid biosynthesis,” and “Reactome bile acid and bile salt metabolism,” enriched (FDR *q*-value < 0.25) in low-, medium- and high-treatment groups. 

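Of the bile acid list, 2 genes are named, and both had positive log2 fold changes at every dose. The sodium and bile acid cotransporter gene slc10a1 (ENSGMOG00000000582) had 1.67 ± 1.37 CPM (SD, n = 9) in control fish, 5.39 ± 4.04 in the low group, 6.99 ± 5.67 in the medium group and 6.20 ± 4.94 in the high group. Its log2 fold changes were 1.69 (SE 0.61), 2.06 (SE 0.53) and 1.88 (SE 0.52), with adjusted p = 1.00, adjusted p = 0.355 and adjusted p = 0.22 in edgeR and adjusted p = 0.998, adjusted p = 0.0455 and adjusted p = 0.0327 in DESeq2. The oxysterol hydroxylase gene cyp7b1 (ENSGMOG00000009148) had 81.2 ± 17.3 CPM in control fish and 114 ± 13.9 in the high group (SD, n = 9), a log2 fold change of 0.49 (SE 0.12, adjusted p = 0.22 in edgeR, adjusted p = 0.0246 in DESeq2). A list of 2 genes was too short for a test of the group. At the medium dose the 9 named genes of cholesterol synthesis had a median log2 fold change of 0.96, and the list rose in limma's camera test (adjusted p = 3.3e-09, and adjusted p = 0.09 with an estimated correlation). For genes picked from these fish this test is not independent evidence.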

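Genes of mitochondrial fatty acid oxidation had lower mean levels than in control fish at the medium and high doses. Of 5 named genes of the β-oxidation list, 4 had a negative log2 fold change in the high group. The thiolase gene acaa2 (ENSGMOG00000011548) had 19.1 ± 8.09 CPM (SD, n = 9) in control fish and 10.5 ± 1.59 in the high group (log2 fold change -0.86, SE 0.19), and the short-chain acyl-CoA dehydrogenase gene acads (ENSGMOG00000007282) 39.0 ± 11.6 and 25.6 ± 5.57 (log2 fold change -0.61, SE 0.16). The dehydrogenase genes hadh and hadhab were at -0.65 (SE 0.18) and -0.41 (SE 0.20), and the peroxisomal gene hsd17b4 at 0.19 (SE 0.09). The list fell in limma's camera test (adjusted p = 0.00054, and adjusted p = 0.0668 with an estimated correlation), with 4 lower and 1 higher when adjusted over the list alone and 0 over all genes in edgeR. Over ranked doses, acaa2, acads and hadh fell in edgeR (adjusted p = 0.039, adjusted p = 0.0442 and adjusted p = 0.0433). At the low dose 4 of the 5 had a positive log2 fold change, with a median of 0.09 (adjusted p = 0.0509 in limma's camera test), which was -0.0063 without low replicate 4 and 0.19 without control replicate 7. At the medium dose 4 of the 5 had a negative log2 fold change, with a median of -0.35 (adjusted p = 0.0279 in limma's camera test, and adjusted p = 0.232 with an estimated correlation). Between the high and the low group all 5 were lower, with a median of -0.69, and this difference passed the camera test also with an estimated correlation (adjusted p = 0.0312 with an estimated correlation). The study had picked the 5 genes from calls in these same fish, so that this test is not independent evidence either.

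Of the valine, leucine and isoleucine list, 3 genes are named and all had positive log2 fold changes at each dose, with medians of 0.13 (low), 0.44 (medium) and 0.51 (high). The branched-chain acyltransferase gene dbt had 68.9 ± 8.85 CPM in control fish and 98.3 ± 30.6 in the high group (SD, n = 9), and the ketone body gene oxct1b 98.2 ± 35.5 and 166 ± 61.6. The list rose in limma's camera test at the medium dose (adjusted p = 0.0004, and adjusted p = 0.0654 with an estimated correlation). It also rose at the high dose (adjusted p = 0.0011, and adjusted p = 0.111 with an estimated correlation) and not at the low dose (adjusted p = 0.264). Members of both lists had been picked by the study from these fish, so that neither their direction nor the camera tests are independent evidence.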

Two elements were shared between GSEA low and GSEA high, i.e., “GO fatty acid beta-oxidation using acyl CoA dehydrogenase” and “KEGG valine leucine and isoleucine degradation.” 

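Mean levels of the 9 named cholesterol synthesis genes were higher at each dose than in control fish. Per fish, the mean of the centred log2 levels of the 9 named genes was between -1.23 and -0.65 in 8 control fish and 0.69 in control replicate 2. The cyp51 gene (ENSGMOG00000007115) had 19.0 ± 12.7 CPM (SD, n = 9) in control fish, 37.1 ± 30.7 in the low group, 46.9 ± 32.7 in the medium group and 57.8 ± 42.3 in the high group. The sterol sensor insig1 (ENSGMOG00000004976) had 25.6 ± 7.50, 26.6 ± 6.03, 36.2 ± 16.4 and 69.0 ± 53.8 in the same order. The 3 named genes of the sterol-regulatory (SREBP) list, insig1, tmem97 and the protease gene mbtps1, had a median log2 fold change of 0.14 at the low dose, 0.50 at the medium dose and 1.43 at the high dose, where the list rose in limma's camera test (adjusted p = 2.3e-05, and adjusted p = 0.0392 with an estimated correlation). Between high and low fish, the cholesterol synthesis score differed by 0.65 (exact permutation test, two-sided, p = 0.0694). Over ranked doses, 9 of 9 cholesterol synthesis genes passed when adjusted over the list alone and 0 over all genes in edgeR, with a median slope of 0.42. Members of both lists are genes the study had picked from these fish, so that neither their direction nor the tests of the lists are independent evidence.

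**Figure D3:**
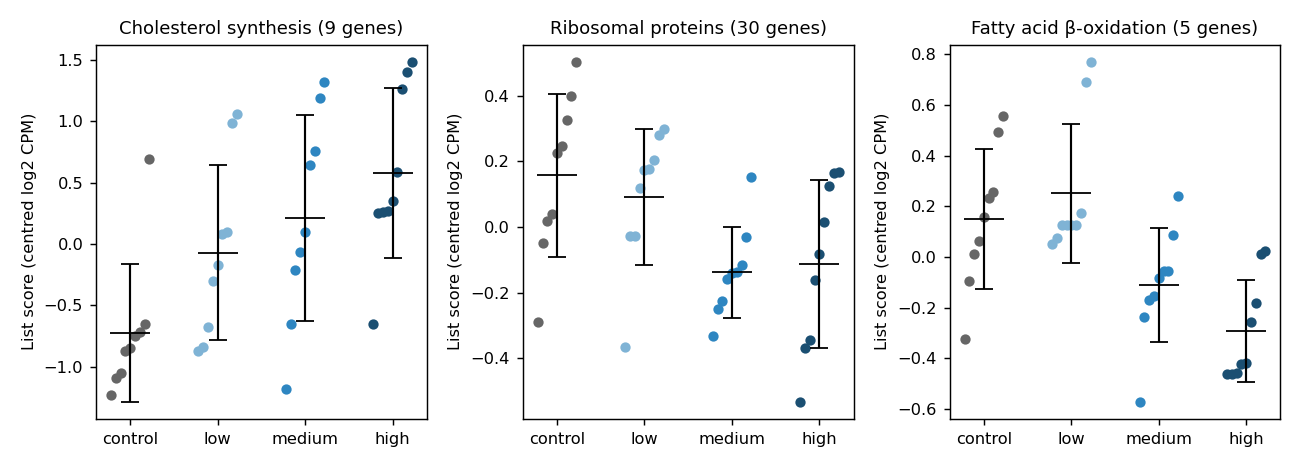
Mean centred log2 CPM of the named genes of cholesterol synthesis (9 genes), ribosomal proteins (30 genes) and fatty acid β-oxidation (5 genes) in each fish by group. Points are fish, the long bar is the mean and the error bar the SD (n = 9); control replicate 2 has a cholesterol synthesis score of 0.69 while the other control fish lie at or below -0.65.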

Pathways associated with cholesterol biosynthesis were among the most significant for all dietary doses. Genes associated with cholesterol metabolism and possible effects on membrane permeability and fluidity include *acly*, *apof*, *aspa*, *cyp51a1*, *cyp7b1*, *dhcr24*, *ebp*, *fasn*, *hmgcr*, *idi1*, *lss*, *mbtps1*, *msmo1*, *scd*, *sqle*, and *tm7sf2*.

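All 16 of these genes were found by name, and 15 had higher and 1 lower mean levels at the high dose. The squalene epoxidase gene sqlea had 11.9 ± 11.0 CPM (SD, n = 9) in control fish and 37.4 ± 22.6 in the high group, a log2 fold change of 1.65 (SE 0.41, adjusted p = 0.0126 in DESeq2). The sterol reductase gene tm7sf2 was at 1.17 (SE 0.29), the isomerase genes ebp and idi1 at 1.23 (SE 0.37) and 0.83 (SE 0.24), and the cholesterol ester transfer inhibitor gene apof at 0.34 (SE 0.11). The SREBP protease gene mbtps1 was at 0.26 (SE 0.07, adjusted p = 0.0283 in DESeq2). The aspartoacylase gene aspa, which frees acetate from N-acetylaspartate, was at -0.84 (SE 0.26, adjusted p = 0.232 in edgeR). In edgeR 0 of the 16 passed over all genes and 16 (15 higher, 1 lower) when adjusted over the list alone, which is not independent evidence, as the study chose this list on these fish. The list rose in limma's camera test at the high dose (adjusted p = 1.8e-18, and adjusted p = 0.0392 with an estimated correlation), which for the same reason is not independent evidence.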

### Metabolomic Alterations

In the low, medium, and high groups, there were 59, 73, and 115 metabolites with changed levels, respectively (Welch’s two-sample t-test, *p* < 0.05) (**Table 6**). All significant metabolites are listed in **Supplementary File 3**. Contrary to the transcriptomics results, more metabolites showed overlapping responses between the three dietary doses (**Figure 2C**). Between the low group and the medium group, there were nine overlapping metabolites, while there were 48 overlapping metabolites between the medium- and high-exposure groups. Principal component analysis showed considerable overlap between the control- and low-dose groups, while greater separation was seen for the medium- and high-dose groups compared with that for the control (**Figure 2D**). Transcripts and metabolites with readable IPA identifiers linked to significantly affected diseases or functions from liver are listed in **Supplementary File 4**. **Figure 3B** shows a heatmap of metabolites that best separate between the control and the treated (medium- and high-dose) groups.

According to the metabolite screening, S-methylglutathione showed 2.3- and 10-fold changes in the medium- and high-dose groups compared with those in the control, respectively (**Figure 4**). Its derivate S-methylcysteine was also increased in the treatment groups. A high level of pentose phosphate pathway metabolites, including 6-phosphogluconate, sedoheptulose-7-phosphate, and ribose, was observed at the higher doses.

**Figure 4:**
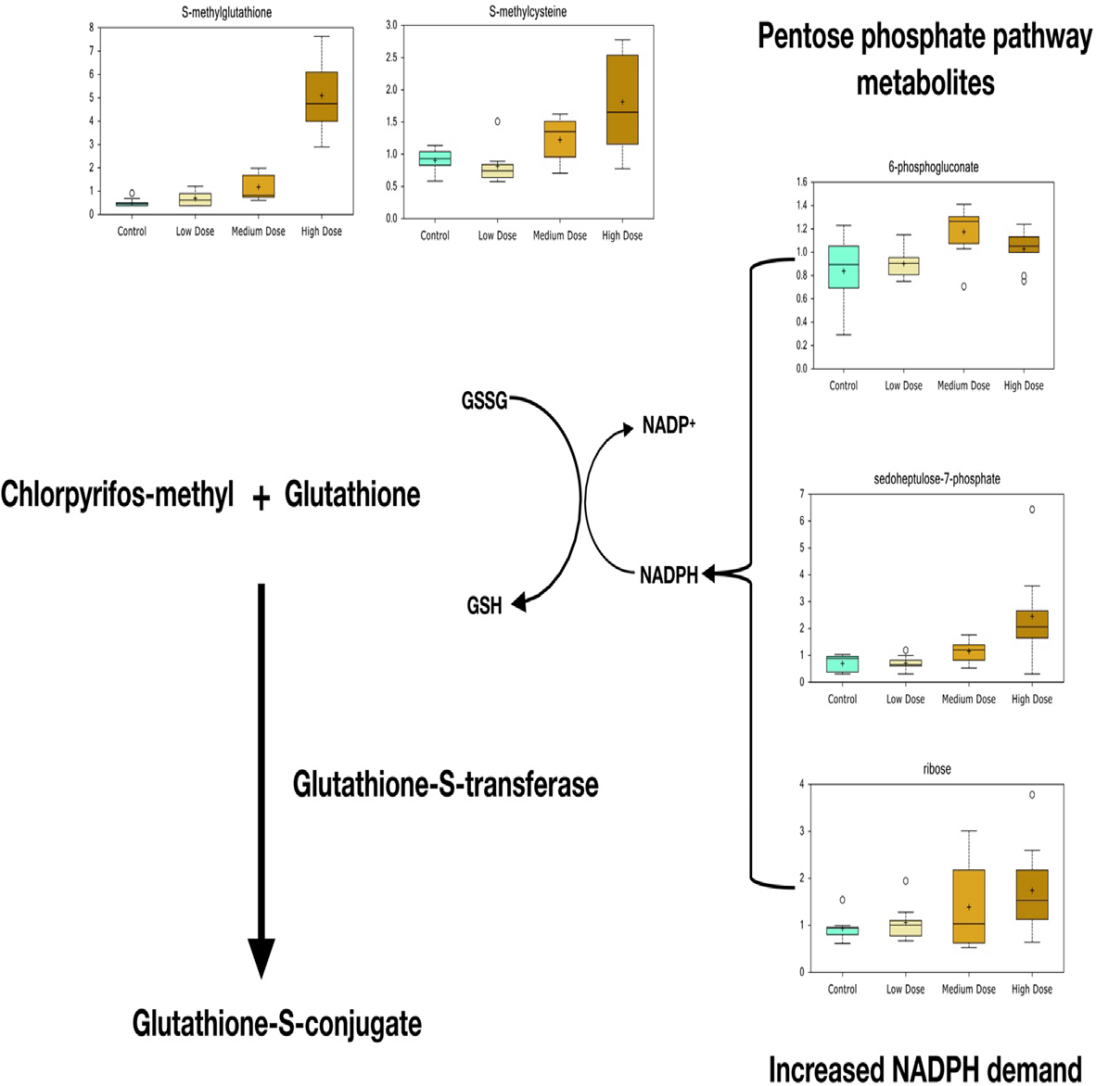
Significant metabolites predict glutathione-S-transferase-mediated detoxification of chlorpyrifos-methyl in liver of Atlantic cod after 30 days of dietary exposure. A high level of pentose phosphate pathway metabolites, including 6-phosphogluconate, sedoheptulose-7-phosphate, and ribose, predicts increased demand for NADPH for reducing power when the glutathione detoxification system is active.

Inhibition of monoacylglycerol lipase (MGLL) was indicated by the elevation of nearly all monoacylglycerol (MAG) species at low and medium CPM doses and all MAG species at the highest dose. In addition, glycerol was significantly decreased at the higher dose. *Mgll*, the gene encoding MGLL, was not significantly affected at the transcriptional level by the treatment (**Figure 1L**). MGLL is responsible for the complete hydrolysis of MAGs into glycerol and free fatty acids (**Figure 5A**).

**Figure 5:**
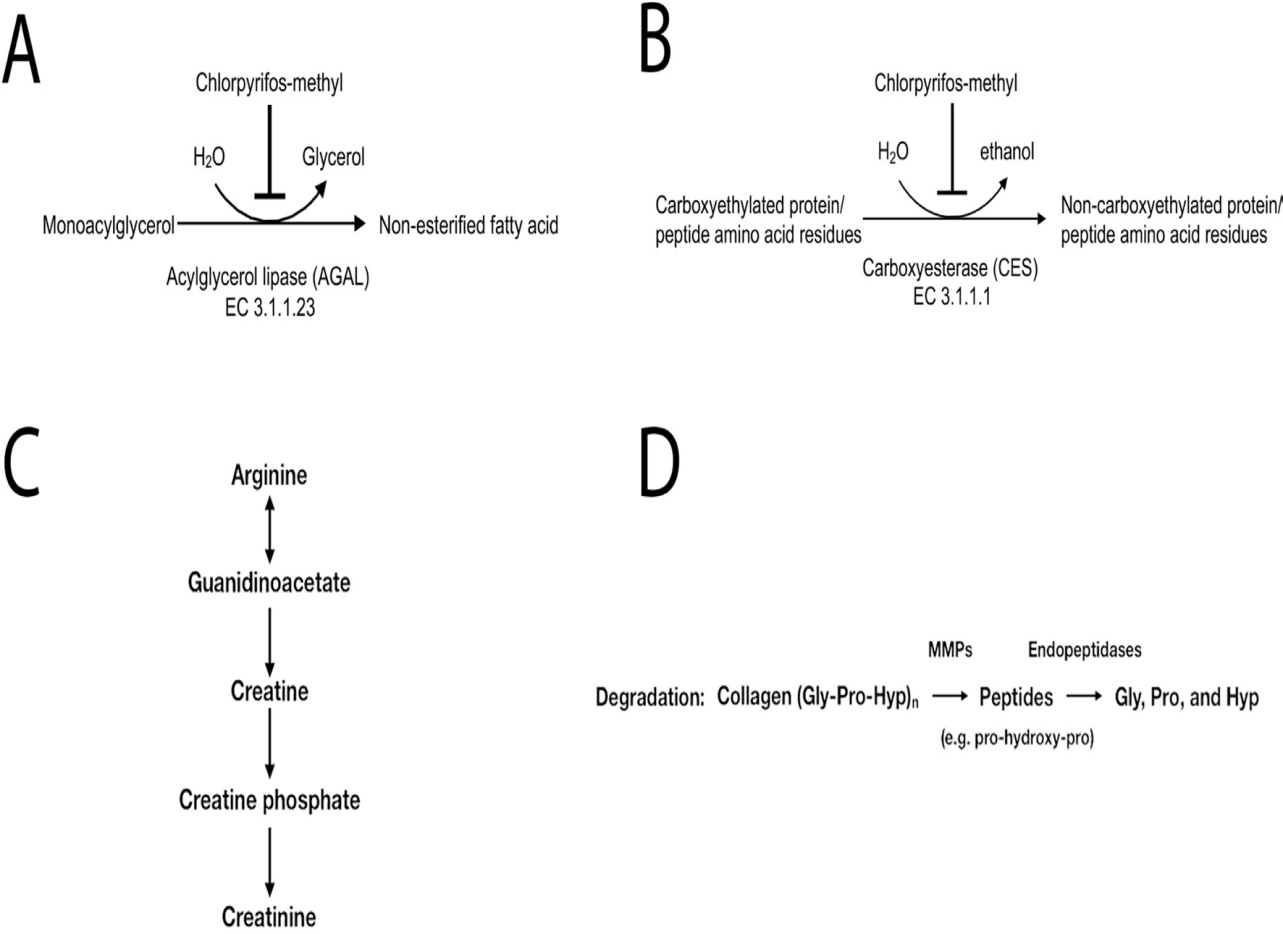
Predicted outcome of metabolites affected by chlorpyrifos-methyl exposure in Atlantic cod liver. **(A)** Inhibition of monoacylglycerol lipase (MAGL) might lead to decreased lipolysis, **(B)** inhibition of carboxylesterase (CES) might be an indicator of chlorpyrifos-methyl exposure in fish, **(C)** accumulation of creatinine and lactate indicates energy stress, and **(D)** increased collagen breakdown indicates a possible inflammation.

Several 1-carboxyethyl-conjugated amino acids, including 1-carboxyethylphenylalanine and 1-carboxyethylvaline, displayed dose-dependent increases with increasing CPM dose. Dose-dependent accumulation of 1-carboxyethyl-conjugated compounds such as phenylalanine, leucine, isoleucine, or valine, which are analogs to carboxyethyllysine, indicates CES inhibition (**Figure 5B**).

Levels of creatinine increased significantly in the medium- and high-CPM-dose groups compared with those in the control (**Figure 5C**). Similarly, lactate levels increased in the medium- and high-dose CPM groups compared with those in the control. Further, glutarylcarnitine, a compound derived from the mitochondrial oxidation of lysine for energy production, was significantly reduced in the medium and high-dose groups. Taken together, these changes indicate a high demand for ATP in response to the higher doses of CPM.

Several inflammatory markers and lipid mediators increased in response to CPM exposure. Collagen breakdown is mediated by matrix metalloproteinases (MMPs) whose expression is increased by pro-inflammatory cytokines (**Figure 5D**), and the increase of free proline-hydroxyproline (pro-hydroxy-pro), as well as trans-4-hydroxyproline in the medium- and high-dose groups, fits with possible inflammation-mediated induction of collagen breakdown. Lipid mediators derived from *n*-6 and *n*-3 polyunsaturated fatty acids (PUFAs), such as linoleate (LA), arachidonic acid (ARA), EPA, and DHA, influence inflammation with *n*-6-derived mediators tending to be more pro-inflammatory and *n*-3-derived ones being more anti-inflammatory. DiHOME and HODE compounds derived from *n*-6 linoleate increased with CPM dose, whereas HDoHEs and HEPEs derived from *n*-3 PUFAs were decreased with the highest CPM dose (**Figure 6**).

**Figure 6:**
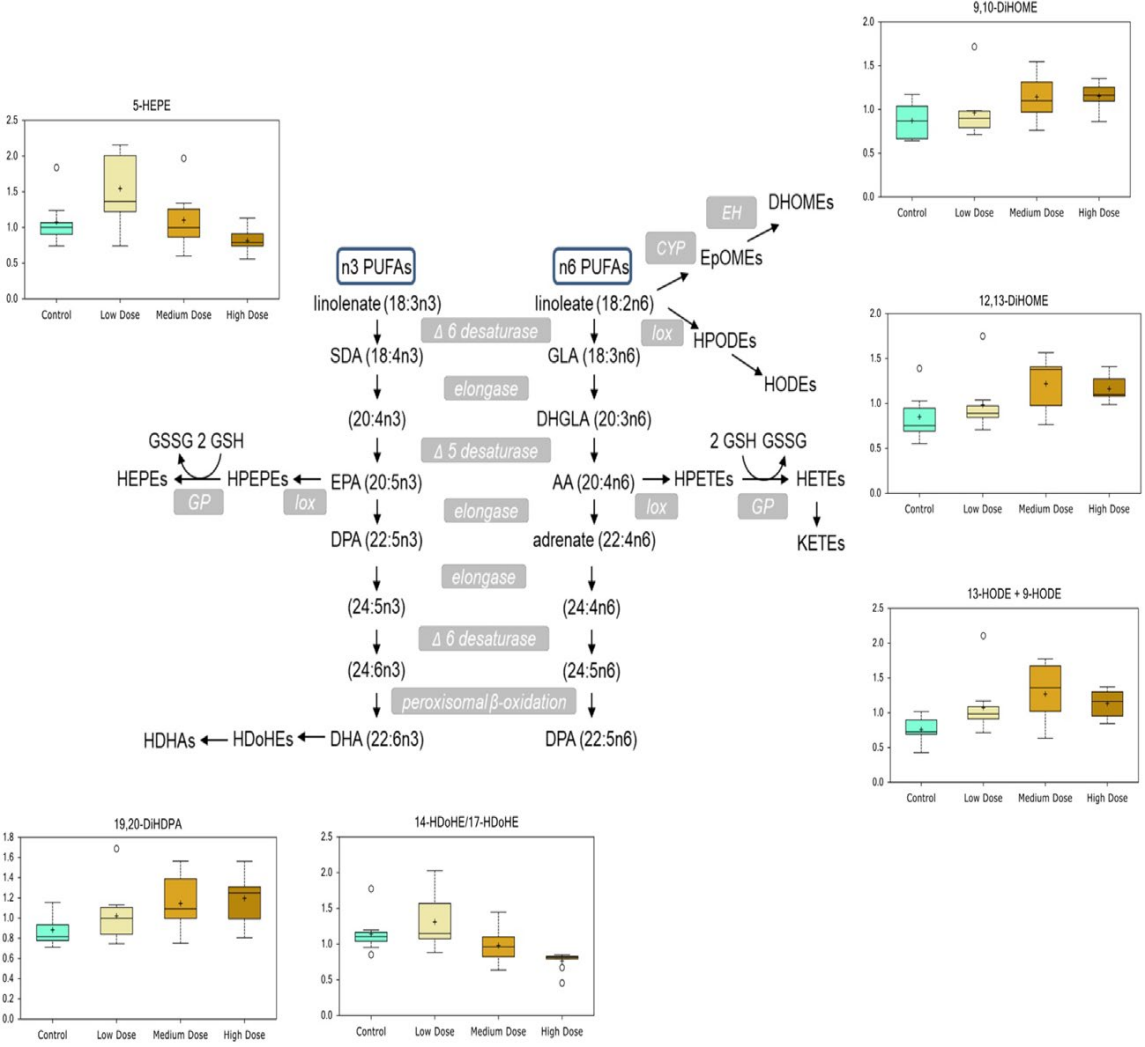
Chlorpyrifos-methyl induced changes in *n*-3- and *n*-6-polyunsaturated fatty acid-derived lipid mediators in Atlantic cod liver.

### Integrated Transcriptomics and Metabolomics Pathway Enrichment Analysis

Enriched IPA diseases or functions annotation showed lipid metabolism was affected by all doses, but the medium and high doses showed much higher number of common annotations related to lipid and amino acid metabolism (**Supplementary File 4**, **Supplementary File 6**, **Figure S1**). Pathway analysis of the differentially regulated genes (*p*-adj < 0.05) using the enrichment analysis tool Enrichr (Chen et al., 2013) showed enrichment of Wikipathways, KEGG, Reactome, and GO biological processes mainly related to cholesterol and fatty acid biosynthesis, cell cycle regulation, and the related signaling pathways. These pathways were also among the top enriched in GSEA analysis (**Supplementary File 2**). 

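Fatty acid synthesis genes had higher mean levels than in control fish at the medium and high doses, and so had cell cycle genes. The 5 named genes of fatty acid synthesis that could be tested had a median log2 fold change of 1.24 at the medium dose and 1.75 at the high dose, and the list rose in limma's camera test at both (adjusted p = 1.9e-05 and adjusted p = 5.5e-06, and adjusted p = 0.0786 and adjusted p = 0.0842 with an estimated correlation). When adjusted over the list alone, 5 of the 5 were higher at the medium dose and 4 at the high dose, where dgat2 was at 0.22 (SE 0.22), and 0 passed over all genes in edgeR. Without medium replicate 4 the medium-dose median was 0.73. The acetyl-CoA synthetase gene acss2l had 18.4 ± 18.0 CPM (SD, n = 9) in control fish and 100.1 ± 93.1 in the high group, and rose over ranked doses by 0.81 per step on the log2 scale (SE 0.16, adjusted p = 0.0237 in edgeR).

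Of the cell cycle list, 4 genes are named, and all 4 had higher mean levels at the medium dose, with a median log2 fold change of 0.47, and at the high dose, with a median of 0.91. The mitotic kinesin gene kif18a had 3.78 ± 1.61 CPM in control fish and 6.98 ± 2.43 in the high group (SD, n = 9), the replication gene gins4 0.990 ± 0.632 and 2.44 ± 1.13, and the kinetochore genes mis12 and cenpi log2 fold changes of 0.93 (SE 0.30) and 0.85 (SE 0.27). The list rose in limma's camera test at the medium dose (adjusted p = 0.0034, and adjusted p = 0.232 with an estimated correlation), with 0 passing when adjusted over the list alone, and at the high dose (adjusted p = 3.7e-06, and adjusted p = 0.0689 with an estimated correlation), with 4 higher when adjusted over the list alone, and at either dose 0 passed over all genes in edgeR. The cyclin gene ccng2, which is linked to cell cycle arrest, rose by 0.28 per dose step (SE 0.05, adjusted p = 0.0203 in edgeR). Both lists hold only genes that the study had picked from these fish, so that neither their direction nor the camera tests are independent evidence.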

Enrichment analysis in Enrichr using the genes differentially regulated by low-, medium-, and high-dose groups also showed similar results (**Supplementary File 6**, **Table S2**). MetaCore pathway maps enriched by metabolites levels differentially altered by the individual doses are shown in **Supplementary File 6**, **Figure S2**. Although there are differences in pathways significantly enriched by the different doses, lipid metabolism-related pathways were affected by all dose groups. For example, the low dose significantly affected the “Arachidonic acid production” pathway. Regulation of lipid metabolism was significantly enriched in both the medium- and high-dose groups. An integrated transcriptomics and metabolomics pathway analysis tool, IMPaLA (Kamburov et al., 2011), was applied to search for pathways enriched by the differentially expressed genes and altered levels of metabolites (**Table S3**). Similar to the MetaCore analysis, the significantly enriched (Q-joint/FDR < 0.1) pathways by both assays are related to metabolism of lipids, fatty acid, and amino acid and derivatives. **Figure S3** (**Supplementary File 6**) shows network of proteins encoding the differentially expressed genes (human orthologs) and modulated metabolites generated using the STICTH database (Szklarczyk et al. 2016). Subnetworks of the enriched pathways such as cholesterol biosynthesis indicate the interacting proteins and the metabolites involved.

### Hypoxia Stress Test

Reduction in oxygen saturation occurred gradually, starting at 77% (16.2 kPa). Loss of equilibrium in hypoxia (LOE_hyp_) occurred over a time interval of 50 min, starting 1 h 34 min after initiation of the test (**Figure 7**). Seven fish remained at the termination of the test, which were given the time of termination as their LOE_hyp_. LOE_hyp_ occurred at relatively stable oxygen saturation levels in the range from 23 to 17% (4.8 to 3.6 kPa), and no significant difference (one-way ANOVA) between treatments in O_2_ saturation at LOE_hyp_ was found. Controls had the lowest mean LOE_hyp_ O_2_ at 18.1 ± 1.4 (mean ± SD), and low, medium, and high groups had values of 18.9 ± 1.8, 19.2 ± 1.3, and 18.8 ± 1.4, respectively. The parametric survival model showed a significant difference between groups (*p* = 0.014, whole model test) with the control group having a significantly longer time to LOE_hyp_ compared with all exposed groups. The treatment effect (*p* = 0.008) was highly significant, whereas the weight effect (*p* = 0.259) was not significant. The interaction effect (treatment * weight) was statistically significant (*p* = 0.047).

**Figure 7:**
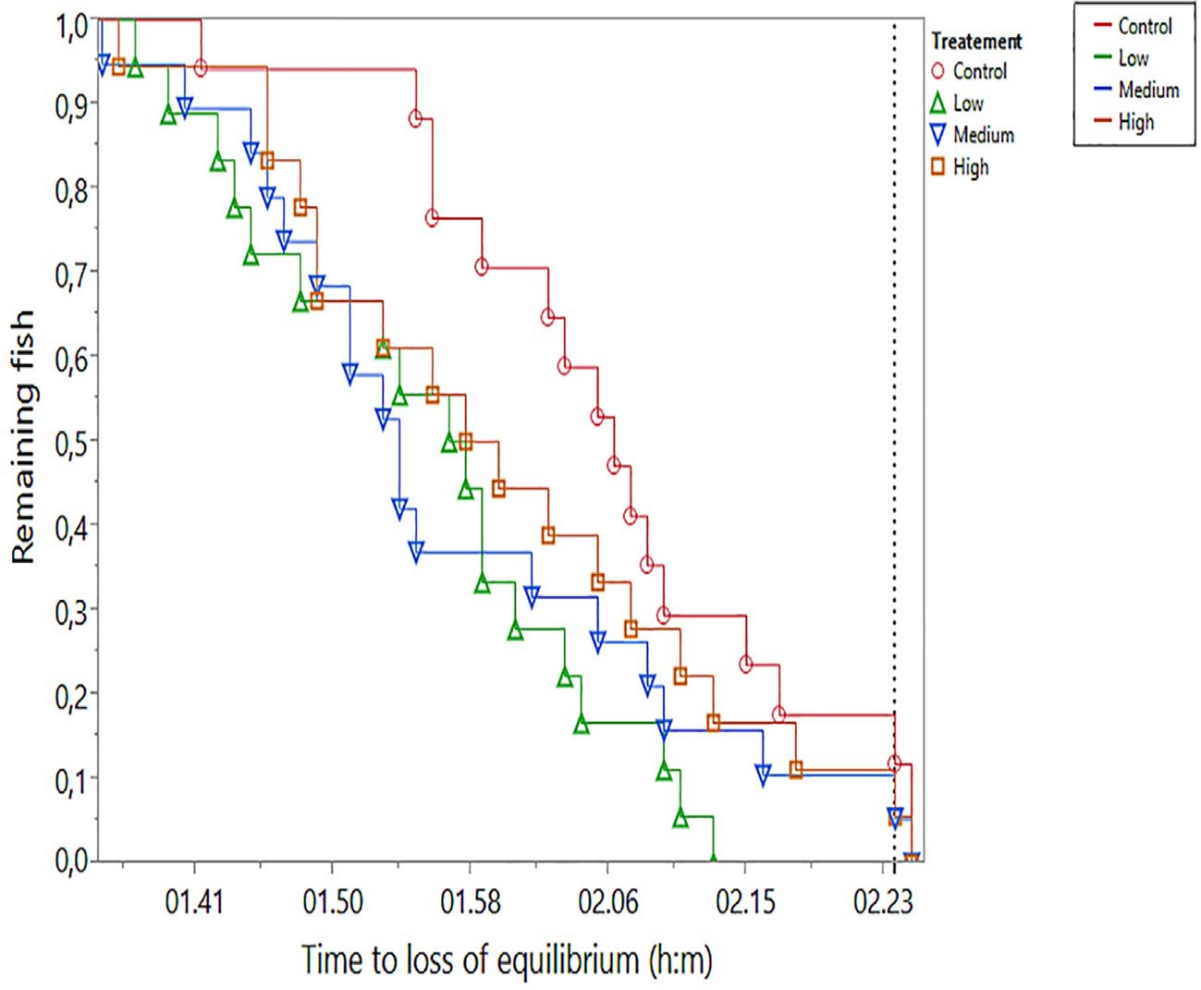
Time to hypoxia-induced loss of equilibrium (LOE_hyp_) in the four experimental treatments. Oxygen saturation during the period of LOE_hyp_ decreased gradually from 23 to 17% saturation. The vertical dotted line indicates termination of the test, at which point seven (3, 0, 2, and 2 in control, low-, medium-, and high-treatment groups, respectively) fish remained in the tank. Remaining fish were assigned time of termination and 17% O_2_ saturation.

### Benchmark Dose–Response Analyses

Parameters analyzed with BMD modeling as well as BMDL and BMDU values are presented in **Table 3**. For several plasma biochemistry, liver metabolite, and liver gene expression parameters, a BMDL could be assessed, as the dose–response model was significantly better than the response model that predicts no dose–response (null model) (AIC < AICnull-2), and the best-fitted dose–response model (lowest AIC) was better than the full response model (AICmin < AICfull + 2) (**Table 3**). For final weight, length, individual SGR, tank feed intake, and feed conversion (FC) rate and LOE_hyp_, no BMDL could be established because none of the fitted dose–response models were significantly better than the null model (AIC > AICnull - 2, indicated with “none” in **Table 3**). Only for tank SGR, a significant BMDL could be established. In addition, for liver CPM and TCP levels, the best fitted BMDL model was not significantly different from the full model (indicated with “*” in **Table 3**).

For several parameters with a significant BMDL (e.g., plasma cholinesterase, tank SGR, liver metabolite lactate, and DiHome and gene expression *mgst1*, *gpx1*, and *cyp2x9*), a large variation in the BMDL and BMDU was seen as the BMDL/BMDU ratio was higher than 100 (**Table 3**). This large variation in the upper and lower 90% confidence intervals indicates a high uncertainty in BMD model assessment for these parameters. For parameters with a lower BMDU/BMDL ratio of <30, the lowest BMDLs were for plasma protein, bile CPM and TCP, and liver metabolites methylglutathione and 17HdoHE, with a BMDL_05_ or BMDL_20_ of 2.58, 1.01, 0.08, and 0.24, 1.02 mg CPM/kg feed, respectively. The BMDLs for the selected gene expression parameters had a higher uncertainty (BMDU/BMDL ratio >40) than those for liver metabolites, but the lowest BMDLs with highest certainty (BMDU/BMDL >100) were for *gsta2*, *gstz*, and *cyp2x9* with a BMDL_20_ ranging from 0.1 to 0.5 mg CPM/kg feed.

## Discussion

This study demonstrates that Atlantic cod, a species found in high abundance adjacent to Atlantic salmon fish farms, may accumulate considerable amounts of organophosphorus compounds in the liver after continuously feeding on uneaten pellets containing traces of agricultural pesticides. Compared with Atlantic salmon, Atlantic cod accumulates much higher levels of CPM in the liver after dietary exposure. In Atlantic salmon exposed to 8 mg/kg for 67 days (51 µg/kg fish per day) (Sanden et al., 2018), the level of CPM in the liver was 5.1 ± 1.6 ng/g. In this study, the accumulated level of CPM in liver of cod exposed to 4.2 mg/kg (medium dose, 5.5 µg/kg fish per day) for 30 days was 382.7 ± 25.7 ng/g or about 75 times higher. Even the lowest exposure concentration applied in this study, 0.5 mg/kg (0.68 µg/kg fish per day), induced higher bioaccumulation than 8 mg/kg for 67 days did in salmon (50.4 ± 12.7 ng/g, or about 10 times higher). This discrepancy probably in part reflects the high fat content of cod liver compared with that of the salmon liver. While cod liver contains about 55% total fat (Morais et al., 2001), Atlantic salmon liver only contains about 6% total fat (Ruyter et al., 2006). CPM is strongly lipophilic [has an octanol/water partition coefficient (log Kow = 4.31, PubChem database)] and accumulates mainly in fat.

OPs are primarily metabolized and detoxified by phase I oxidation and hydrolysis reactions and by phase II conjugation reactions (Hodgson and Rose, 2008). CPF is metabolized in liver microsomes by CYP enzymes and esterases either to CPF-oxon or to 3,5,6-trichloro-2-pyridinol (TCP), the main metabolite (Eaton et al., 2008). The CPF-oxon released into the blood acts as a strong inhibitor of cholinesterase enzymes (Garabrant et al., 2009). Biotransformation after phase I oxidation and release of CPF-oxon into the blood was indicated in this study, as all three exposure dosages significantly inhibited plasma cholinesterase activity, and the parent compound has much lower ability to inhibit cholinesterases (Sultatos, 1994; Salazar-Arredondo et al., 2008). The levels of TCP in liver tissue and bile, which showed dose–response increases, also confirmed a substantial degree of metabolism. Compared with those of Atlantic salmon (Sanden et al., 2018), the levels of TCP in liver and bile of cod were in a similar range for CPM exposure concentrations up to 5–8 mg/kg. However, at the highest exposure concentration, bile of cod had a very high TCP level as well as a high “parent compound–metabolite ratio,” indicating an efficient metabolism, but also reflecting the much higher level of CPM accumulation in liver in cod compared with that in salmon. Rapid accumulation of CPF after prolonged dietary exposure has been shown earlier in fish and also relatively fast biodegradation and elimination during depuration (Varo et al., 2002). Because of the intermediate persistent and bioaccumulative properties, CPF does not meet the criteria to be classified as a persistent organic pollutant according to the Stockholm convention (Mackay et al., 2014).

Interestingly, EROD activity was not increased in cod liver, as opposed to the dose-dependent increase in EROD activity we observed in Atlantic salmon fed three concentrations of CPM (Sanden et al., 2018). However, *cyp1a1* was increased in liver of cod exposed to the highest dosage, and EROD activity and *cyp1a1* levels correlated positively with each other. Using *in vitro* exposure, we have previously observed induction of *cyp1a1* in Atlantic salmon hepatocytes exposed to intermediate concentrations of CPF (10 µM) but not at higher doses (Søfteland et al., 2014; Olsvik et al., 2015). Such non-monotonic *cyp1a1* dose–response curves have been reported earlier in zebrafish exposed to CPF (Jeon et al., 2016a). Prolonged dietary exposure, however, did not affect the transcription of *cyp1a1* in liver of Atlantic salmon exposed to CPM (Olsvik et al., 2019). Prolonged waterborne exposure (40 days) to CPF results in *cyp1a* induction and increased EROD activity in carp (*Cyprinus carpio*) (Xing et al., 2014). The reasons for these discrepancies are not known.

One of the most profound responses to CPM exposure according to the significantly affected metabolites was the increased levels of S-methylglutathione in liver of cod medium- and high-dose groups compared with those in the control. S-methylglutathione can be formed in demethylation reactions and is a biomarker of glutathione-S-transferase-mediated detoxification of OPs that has also been linked to CPF detoxification (Tracy and Oleary, 1991; Fujioka and Casida, 2007; Espinoza et al., 2013). In Atlantic salmon liver cells exposed to PP-methyl, another widely used OP detected in salmon feed, we have seen an even stronger elevation of S-methylglutathione after 48 h *in vitro* treatment, associated with glutathione depletion (Olsvik et al., 2017). In this study, however, no effects were seen on the levels of reduced or oxidized glutathione. Four transcripts encoding GST proteins (*gsta2*, *gsto2*, *gstp2*, and *mgst1*) found in the medium and high groups showed significant differences compared with the control, supporting GST-mediated conjugation of CPM, CPF-oxon, and/or TCP in fish. Elevated levels of S-methylglutathione was accompanied by high levels of pentose phosphate pathway metabolites. In addition to being an important carbon source of anabolic precursors for nucleic acid synthesis, the oxidative branch of the pentose phosphate pathway is a major source of reducing NADPH that is demanded to recycle and regenerate glutathione during detoxification (Stincone et al., 2015). Pentose phosphate pathway activation might therefore be associated with particularly high demand for NADPH when the glutathione detoxification system is active.

In addition to inhibition of plasma cholinesterase activity, metabolite profiling also indicates inhibition of liver CES activity. Inhibition of CES activity is a well-known effect of OPs such as CPF in fish (Wheelock et al., 2005; Leticia and Gerardo, 2008; Jeon et al., 2016b). Several 1-carboxyethyl-conjugated amino acids, including 1-carboxyethylphenylalanine and 1-carboxyethylvaline, displayed dose-dependent increases with increasing CPM dose. While no information is available about these modified amino acids [1-carboxyethylated (CE) phenylalanine, leucine, isoleucine, or valine] in the scientific literature, they bear structural similarity to the modified amino acid residues carboxyethyllysine and carboxyethylarginine that have been reported as advanced glycation end products in proteins and peptides (Soboleva et al., 2017). Although speculative, these rare carboxyethyl-conjugated compounds might be biomarkers of reduced CES activity in response to exposure to OPs.

Disruption of lipid metabolism is one of the main effects of CPF/CPM exposure according to our earlier studies with Atlantic salmon. Short-term *in vitro* exposure to these widely used OPs typically leads reduced levels of many PUFAs in salmon hepatocytes and to accumulation of MAGs (Søfteland et al., 2014; Olsvik et al., 2015). In this experiment, however, many long-chain PUFAs (e.g., eicosapentaenoic acid, LA, and docosapentaenoic acid), and also long-chain saturated (SAFAs) and monosaturated fatty acids (MUFAs), were significantly higher in liver of cod exposed to the low dose (**Table 7**) but, surprisingly, not at higher concentrations. Many fatty acids, in particular PUFAs, act as ligands for peroxisome proliferator-activated receptors (Georgiadi and Kersten, 2012). In line with this, the pronounced accumulation of nearly all MAG species at all three CPM doses predicts decreased lipolysis in cod liver. A similar accumulation of MAGs has been seen in brain and liver of mice exposed to CPF as a result of inhibition of MGLL (Medina-Cleghorn et al., 2014). Inhibition of serine hydrolases such as MGLL has been shown to be one of the main effects of OPs (Casida and Quistad, 2005; Medina-Cleghorn et al., 2014). Based on increased levels of 2-arachidonoylglycerol, 2-linoleoylglycerol and 2-oleoylglycerol, IPA core analysis predicted MGLL as the top upstream regulator in the low dose and among the predicted significant upstream regulators in the medium and high groups (**Supplementary File 5**). 

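The lipogenic genes had their highest mean levels at the high dose and varied widely among fish. ATP citrate lyase, aclya (ENSGMOG00000000077), which makes acetyl-CoA for lipid synthesis, had 7.54 ± 8.21 CPM (SD, n = 9) in control fish, 8.24 ± 8.06 in the low group, 29.3 ± 40.1 in the medium group and 47.0 ± 45.6 in the high group. Fatty acid synthase, fasn (ENSGMOG00000005697), had 219 ± 210, 299 ± 260, 532 ± 536 and 1106 ± 1167, and the desaturase gene scd (ENSGMOG00000012570) 179 ± 122, 262 ± 225, 422 ± 408 and 600 ± 575 in the same order. At the high dose their log2 fold changes were 2.64 (SE 0.70), 2.35 (SE 0.67) and 1.75 (SE 0.52), with adjusted p of 0.22 to 0.223 in edgeR and of 0.0358, 0.0559 and 0.0655 in DESeq2. The aclya gene rose over ranked doses by 0.96 per step on the log2 scale (SE 0.22, adjusted p = 0.039 in edgeR). All 9 high-dose fish lay above the control median for aclya and scd, and 8 of 9 for fasn. The study had picked these genes from these fish, so that their direction is not independent evidence. Within groups, the score of the fatty acid synthesis list, which holds these genes, rose with condition factor, weight over the cube of length (Pearson r = 0.52, permutation test, adjusted p = 0.0209). It also rose with end weight (r = 0.46, adjusted p = 0.0472 in the same test). Weight gain was not tested.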

Alternatively, CPF may act by changing lipid homeostasis to promote lipogenesis and lipid accumulation (Darbre, 2017), as suggested by increased lipogenic transcripts *acly*, *fasn*, and *scd*.

**Table 7:** List of fatty acids that accumulated in liver of Atlantic cod low-dose group after 30 days of exposure to chlorpyrifos-methyl.

Sub-pathway	Fatty acid	Low dose increase (fold change)
Long Chain Saturated Fatty Acid (SAFA)	myristate (14:0)	1.26
	pentadecanoate (15:0)	1.32
	palmitate (16:0)	1.22
	margarate (17:0)	1.40
Long Chain Monounsaturated Fatty Acid (MUFA)	myristoleate (14:1n5)	1.35
	palmitoleate (16:1n7)	1.48
	10-heptadecenoate (17:1n7)	1.54
	oleate/vaccenate (18:1)	1.31
	10-nonadecenoate (19:1n9)	1.48
	eicosenoate (20:1)	1.43
Long Chain Polyunsaturated Fatty Acid (*n*-3 and *n*-6) (PUFA)	hexadecatrienoate (16:3n3)	1.44
	heptadecatrienoate (17:3)	1.41
	stearidonate (18:4n3)	1.47
	omega-3 arachidonate (20:4n3)	1.72
	eicosapentaenoate (EPA; 20:5n3)	1.29
	heneicosapentaenoate (21:5n3)	1.65
	docosapentaenoate (n3 DPA; 22:5n3)	1.74
	nisinate (24:6n3)	1.45
	hexadecadienoate (16:2n6)	1.47
	linoleate (18:2n6)	1.43
	linolenate [alpha or gamma; (18:3n3 or 6)]	1.30
	dihomo-linoleate (20:2n6)	1.59
	dihomo-linolenate (20:3n3 or n6)	1.55
Fatty Acid, Branched	(12 or 13)-methylmyristate (a15:0 or i15:0)	1.38
	(14 or 15)-methylpalmitate (a17:0 or i17:0)	1.44

After 30 days of dietary exposure to CPM in Atlantic salmon liver, phosphatidylinositol, palmitate, and ARA content significantly decreased with increasing CPM dose (Sanden et al., 2018). A similar response was observed in cod liver for one phosphatidylinositol, with significantly reduced levels of 1-stearoyl-2-arachidonoyl-GPI (18:0/20:4) but not for palmitate and ARA. However, a possible link to altered ARA metabolism was the observed accumulation of lipid mediators derived from LA, such as 9-HODE, 13-HODE, 9,10-DiHOME, and 12,13-DiHOME, in cod liver after CPM exposure. Arachidonic acid is synthesized from α-LA derived from LA and is found ubiquitously in plasma membranes, where it is bound to phospholipid (Hanna and Hafez, 2018). These pro-inflammatory compounds derived from *n*-6 LA also point to a greater level of inflammation, as supported by the accumulation of collagen breakdown markers pro-hydroxy-pro and trans-4-hydroxyproline in response to CPM exposure. Many of the predicted activated upstream regulators in the high-dose group, such as SREBF1/F2, SCAP, are associated with lipid metabolic processes, further underlining the impact CPF has on lipids. Taken together, this study shows that CPM has a profound effect on lipid metabolism in Atlantic cod after 30 days of dietary exposure, in line with responses seen in other fish species earlier.

Accumulation of creatinine and lactate in cod liver at medium- and high-dose CPM exposure indicates elevated energy stress. Creatinine is a key indicator of usage of energy reserves from the high-energy phosphate compound creatine phosphate (Wyss and Kaddurah-Daouk, 2000). Lactate can be generated in muscles during periods of high-energy demand and converted back to glucose in the liver. Reduced levels of glutarylcarnitine, derived from mitochondrial oxidation of lysine for energy production, points in the same direction. Enrichment analysis using a list of all significant metabolites supported elevated energy stress, with “carbohydrate metabolism, TCA and tricarboxylic acid transport” and “carbohydrate metabolism, pyruvate metabolism and transport new” being the most significant pathways. Metabolite profiling has predicted a similar outcome after short-term exposure to CPF and PP-methyl in liver of Atlantic salmon, with cells exhibiting reduced levels of the glycogen metabolites (Olsvik et al., 2015; Olsvik et al., 2017). It thus appears that these OPs have a negative impact on energy metabolism in liver of exposed fish. The exact mechanism behind the CPM-induced energy stress is not known, but it is interesting to speculate that part of the increased demand for ATP is linked to activation of the P-glycoprotein pump (cellular efflux transporter ABCB1 in mammals, ABCB4 in fish) in order to transport chemical conjugates across cell membranes. The ATP-dependent efflux pump P-glycoprotein has been implicated in the stress response to CPF (Bain and LeBlanc, 1996) and helps protect cells from the effects of a variety of xenobiotics (Fischer et al., 2013; Alharbi et al., 2017). Energy stress might also be linked to perturbations of hepatic fat metabolism, as CPF in mice has been shown to block 21 different metabolic serine hydrolases after *in vivo* exposure (Medina-Cleghorn et al., 2014).

Atlantic cod is relatively tolerant to hypoxia and may inhabit low oxygen environments (Claireaux and Dutil, 1992; Scholtz and Waller, 1992; Schurmann and Steffensen, 1992; Plante et al., 1998). We have previously shown that prolonged exposure to 45% O_2_ saturation had no impact on the oxidative stress index in juvenile Atlantic cod (Olsvik et al., 2006). After dietary exposure to CPM, reduced hematocrit level was the only blood parameter that was significantly affected in Atlantic salmon (Sanden et al., 2018). Reduced hematocrit is often observed in fish after waterborne exposure to OPs, including CPF (Koprucu et al., 2006; Mostakim et al., 2015; Ismail et al., 2018). Hematocrit was not measured in the current experiment, due to high variability reported in the literature (e.g., Audet et al., 1993; Foss et al., 2006) and high probability of stress-induced splenic red blood cell release and red blood cell swelling during handling and anesthesia before sampling (Nilsson and Grove, 1974; Gallaugher et al., 1995). 

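The gene epoa (ENSGMOG00000019363), which encodes the red blood cell hormone that the paper discusses, had 6.03 ± 3.12 CPM (SD, n = 9) in control fish and 14.6 ± 4.95 in low-dose fish, with all 9 low-dose fish above the control median. At the medium and high doses its level was 7.86 ± 3.57 and 7.93 ± 4.60. The low-dose log2 fold change was 1.28 (SE 0.28, adjusted p = 0.48 in edgeR, adjusted p = 0.0201 in DESeq2), and those of the medium and high groups were 0.38 (SE 0.31) and 0.39 (SE 0.38). Over all genes, edgeR called 0 between the medium and the low group at an adjusted p below 0.05 (1707 at an unadjusted p below 0.05). Between the high and the low group it also called 0 (1605), so that epoa was called in neither. DESeq2 called 43 and 29 genes in the same order, and whether epoa is among them is not given here.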

In the low-dose group, one of the transcripts with *p*-adj < 0.05 was annotated to erythropoietin, indicating long-term effects on erythropoiesis (Chu et al., 2008). A reduced level of red blood cells indicates an impaired capacity to deliver O_2_ to vital organs during stress. In this work, we therefore included a hypoxia challenge test at the end of the 30-day long feeding trial, to search for possible physiological impairment and phenotypic effects of the treatment. The LOE_hyp_ test was chosen in this study as recommended by Wood (2018) as an easy and reliable indicator of hypoxia tolerance. The hypoxia test showed that cod pre-exposed to all levels of CPM had significantly poorer ability to handle acute hypoxia, mainly indicated by the time until LOE_hyp_. LOE_hyp_ levels corresponded well with literature values for Atlantic cod (Plante et al., 1998; Petersen and Gamperl, 2011). However, no clear dose–response effect could be observed, as no significant BMDL could be established. Size effects on hypoxia tolerance in fish are inconsistent and debated in the literature (Nilsson and Ostlund-Nilsson, 2008). However, the best model in this experiment included accounting for size effects but only in interaction with treatment. Parameter estimates for the weight* treatment effect were all negative, indicating larger fish had lower LOE_hyp_. Excluding weight as a variable in the model still resulted in a significant treatment effect (*p* = 0.044), indicating a consistent effect of CPM at the whole-body level manifested as reduced hypoxia tolerance.

Traditionally, toxicology studies use the no observed adverse effect level (NOAEL), based on a (sub)-chronic dose–response study with graded levels of the contaminant (Teh et al., 2004), to assess safe dietary levels of feed contaminants for animal health. The use of ANOVA to assess lowest observed adverse effect levels (LOAEL) or NOAEL leaves uncertainty as to where the toxicity threshold lies between the NOAEL and LOAEL, or even lower than the NOAEL (Rigby et al., 2010). Furthermore, the assessment of safe limits by use of NOAEL strongly depends on the chosen exposure concentrations and is often expressed as the control group (Berntssen et al., 2018). In the present study, plasma cholinesterase had a LOAEL of 0.5-mg CPM per kilogram; however, the NOAEL was the control group that did not contain detectable (<0.01 mg/kg) CPM feed levels. The threshold for safe exposure would be within a range of 10–500-µg CPM per kilogram feed. Surveillance of Norwegian commercially produced Atlantic salmon feed showed the presence of CPM in 4 of 40 analyzed feeds in 2017 (detection limit 10 µg/kg), with levels of 11–26 µg/kg (Sele et al., 2018). The exposure of cod to CPM by waste feed would be between the NOAEL of 10 µg/kg and the LOAEL of 500 µg/kg. The European Food Safety Authority (EFSA) recently recommended to use benchmark dose (BMD) models to assess safe levels in feed of supplements or contaminants instead of NOAEL (EFSA, 2017b; Berntssen et al., 2018). In addition, definitions of the difference between adverse effect, biomarkers of exposure or effect, and mode of action were clarified in a guidance document (EFSA, 2017a). By using the BMDL, a common approach in dose–response assessment is used to set a safe limit for undesirables in feed or food (EFSA, 2017b). The parameters with the best dose–response model fits (lowest BMDL and BMDU variation and AIC) and most sensitive responses (lowest BMDL) were bile TCP, plasma protein, and liver metabolites. These parameters gave a safe dietary dose for CPM-exposed fish of 80–258 µg/kg. For transcriptomic responses, which had a higher variation, the safe limits could be set on 100–500 µg/kg. Unfortunately, for plasma cholinesterase, which had a lowest adverse effect level (LOEL) of 500 µg/kg feed, the BMD assessment showed a large variation (BMDL and BMDU variation of ∼300,000) causing the use of the BMDL of 0.05 µg/kg as a safe dietary CPM level to be very uncertain. For comparison, the average BMD was 230 µg/kg. Hence, based on the BMDL modeling from this 30-day feeding trial, no adverse effect is expected in wild fish feeding on leftover pellets near salmon farms. However, it is important to keep in mind that a normal production cycle for farmed Atlantic salmon in seawater lasts for 14–24 months, depending on seawater conditions. Atlantic cod accustomed to feeding on leftover pellets may therefore be more vulnerable to longer-term continuous exposure to OPs than predicted in the current models. In addition to a residence at specific farms, frequent movements of wild fish to adjacent farms have also been observed (Uglem et al., 2009). Wild fish might therefore be continuously exposed to foodborne contaminants for an extended period of time.

In conclusion, this study was conducted to gain insight into the consequences of prolonged exposure to the insecticide CPM in Atlantic cod, a fish species found in abundance near fish farms in Norway. Aquafeeds for Atlantic salmon contain trace amounts of OPs that may potentially be damaging to wild fish after chronic exposure. In addition to plasma cholinesterase inhibition, CPM exposure induced a range of responses reflecting detoxification by GSTs, inhibition of MGLL, potential inhibition of CES, and increased demand for ATP, as well as secondary inflammatory responses. Based on the assessed BMDL safe feed limit of 80–100 µg/kg feed and the highest levels observed in commercial salmon feed of 26 µg/kg in 2017, the potentially harmful effect of cod consuming feed waste is limited. However, additional dose–response studies are needed to assess safe feed exposure on sensitive parameters such as cholinesterase as well as extrapolating the current data to long-term effects on population dynamics of wild fish.

## Data Availability

The RNA-seq datasets generated for this study can be found in the Gene Expression Omnibus https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE133594.

## Ethics Statement

The experiment complied with the guidelines of the Norwegian Regulation on Animal Experimentation and EC Directive 86/609/EEC. The National Animal Research Authority in Norway approved the protocol (FOTS approval ID 15057).

## Author Contributions

PO conceived the project. PO, AKL, and TK designed the experiment with advice from MB and MS. PO, AKL, MB, and TK performed the experimental work. PO and FY analyzed and interpreted the transcriptomics and metabolomics data. TK interpreted the hypoxia test results, while MB did the benchmark dose modeling work. PO wrote the manuscript with support from AKL, MB, FY, and TK. AG and OAK provided funding acquisition and project administration. All authors critically revised and approved the final manuscript.

## Funding

This work was financed by the Norwegian Research Council (iCod2 project 244564 and dCod 1.0 project 248840) and the Institute of Marine Research.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

Supplementary File 1 List of significant transcript.

Supplementary File 2 List of gene sets from GSEA analysis.

Supplementary File 3 List of significant metabolites.

Supplementary File 4 List of diseases functions and annotations from IPA analysis.

Supplementary File 5 Predicted upstream regulators.

Supplementary File 6 Pathway enrichment based on genes and metabolites.

# Supplementary material for: Effects of Agricultural Pesticides in Aquafeeds on Wild Fish Feeding on Leftover Pellets Near Fish Farms
**Source:** Front Genet. 2019 Sep 26;10:794. doi: 10.3389/fgene.2019.00794
**Supplement:** Supplementary File 6 — Pathway enrichment based on genes and metabolites.

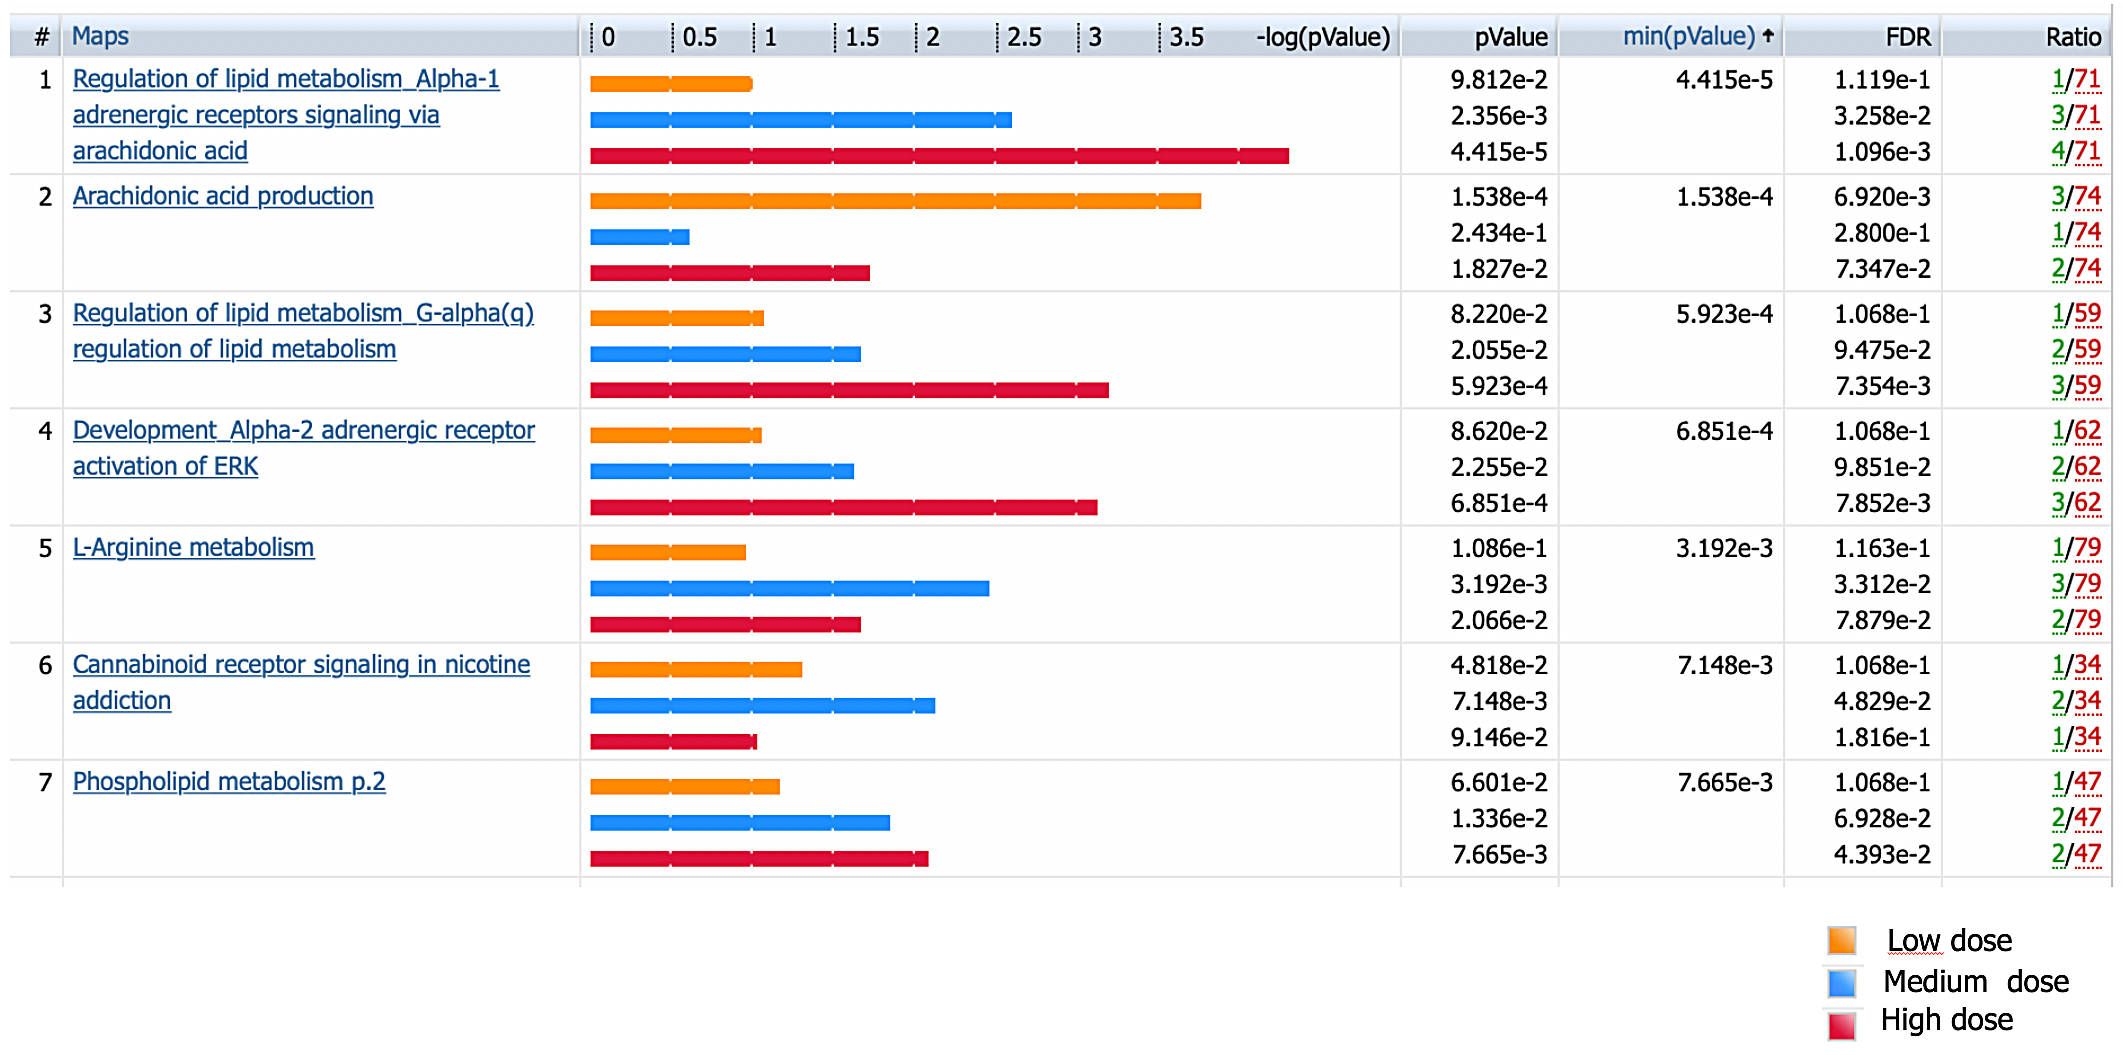

Figure S1: Enriched MetaCore Pathway Maps by metabolites levels differentially modulated (*p*<0.05) by Low, Medium and High doses of CPM. Only the top enriched maps with FDR q-value<0.05 in at least one dose group are shown.

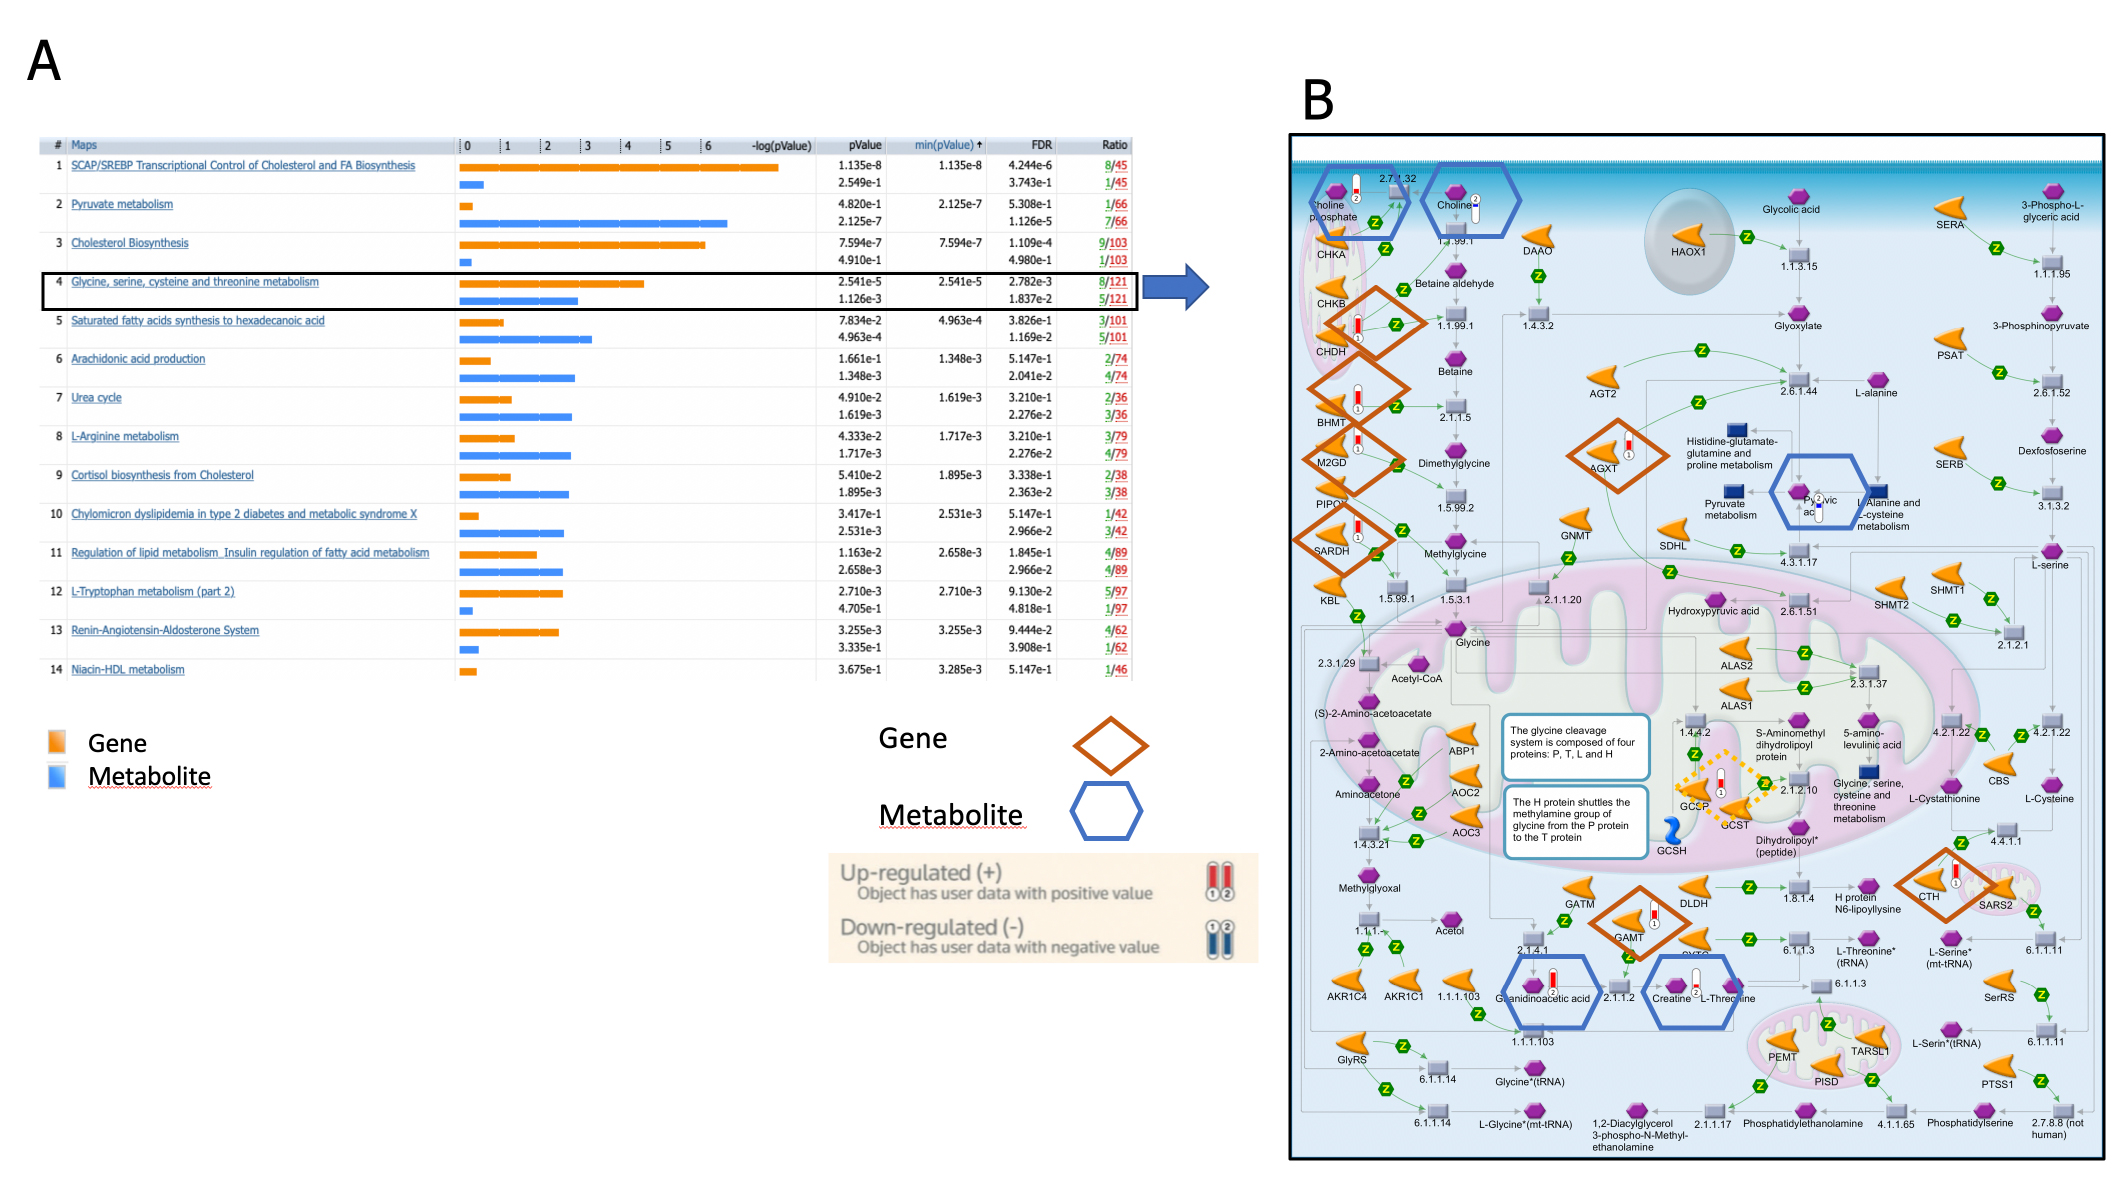

Figure S2. A) Comparison of enriched MetaCore Pathway Maps in differentially modulated genes and metabolites levels. B) Map of MetaCore Pathway Map «Glycine, serine, cysteine and threonine metabolism” in A) significantly (FDR < 0.05) enriched in both genes and metabolites differentially modulated by CPM

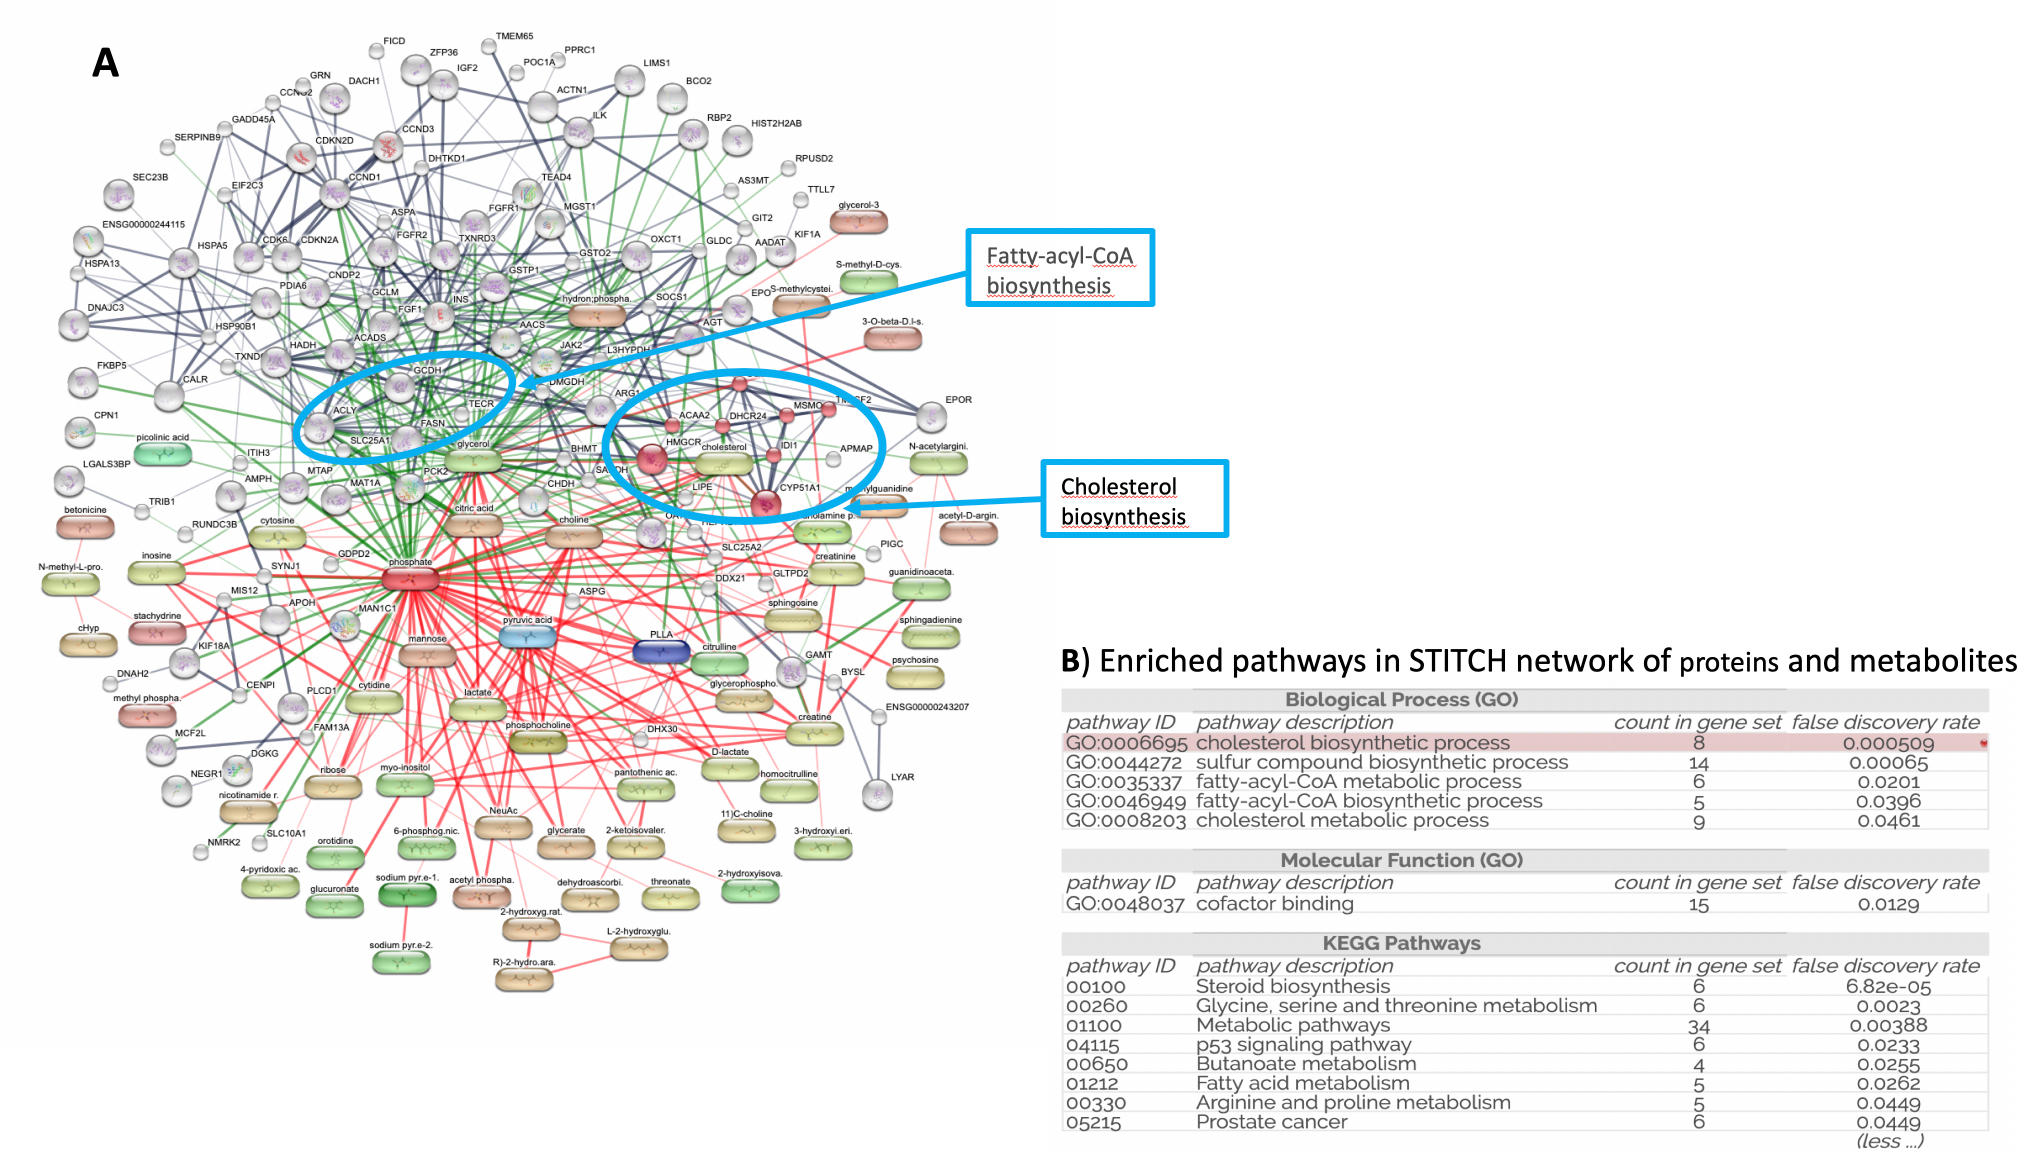

Figure S3: STITCH network of proteins and metabolites. A) Network of proteins encoding the differentially expressed genes (human orthologs) and modulated metabolites generated using the STICTH database. The manually highlighted subnetworks represent two of the top enriched pathways cholesterol and fatty-acyl-COA biosynthesis. B) Disconnected network elements were removed to enhance visualization.

in Atlantic cod. A combined list of differentially affected metabolites (p< 0.05) and genes differentially regulated (FDR q-value<0.1) by the three doses were used in pathway enrichment analysis in MetaCore.

Table S1. Summary of RNA-seq data quality.

|  |  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  |  |
| **Sample name** | **Raw reads** | **Clean reads** | **Clean bases** | **Error rate (%)** | **Q20 (%)** | **Q30 (%)** | **GC content (%)** |
|  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |
| Control1 | 65576444 | 63995400 | 9.6G | 0.03 | 96.58 | 91.66 | 55.04 |
| Control2 | 56694022 | 55466278 | 8.3G | 0.03 | 95.92 | 90.23 | 55.2 |
| Control3 | 55953646 | 54723942 | 8.2G | 0.03 | 95.98 | 90.41 | 55.24 |
| Control4 | 53775298 | 52679576 | 7.9G | 0.03 | 96.64 | 91.78 | 54.4 |
| Control5 | 46376694 | 45485480 | 6.8G | 0.03 | 94.47 | 86.75 | 54.36 |
| Control6 | 49922212 | 48875480 | 7.3G | 0.03 | 95.77 | 89.95 | 54.68 |
| Control7 | 51522790 | 50286894 | 7.5G | 0.03 | 96.16 | 90.79 | 54.46 |
| Control8 | 50097642 | 49027618 | 7.4G | 0.03 | 96.19 | 90.82 | 54.9 |
| Control9 | 59175062 | 57644194 | 8.6G | 0.03 | 95.63 | 89.69 | 54.81 |
| Low1 | 40593684 | 39870928 | 6G | 0.03 | 96.55 | 91.55 | 54.46 |
| Low2 | 47173564 | 46113498 | 6.9G | 0.03 | 96.56 | 91.57 | 55.37 |
| Low3 | 54891476 | 53539560 | 8G | 0.03 | 96.16 | 90.72 | 55.56 |
| Low4 | 48811242 | 47679876 | 7.2G | 0.03 | 96.68 | 91.83 | 55.02 |
| Low5 | 49752314 | 48752566 | 7.3G | 0.03 | 96.37 | 91.17 | 54.86 |
| Low6 | 55145282 | 54025988 | 8.1G | 0.03 | 96.57 | 91.71 | 54.74 |
| Low7 | 53091940 | 52102198 | 7.8G | 0.03 | 96.67 | 91.84 | 54.83 |
| Low8 | 51448038 | 50395272 | 7.6G | 0.03 | 96.15 | 90.77 | 54.59 |
| Low9 | 46980424 | 46045010 | 6.9G | 0.03 | 96.36 | 91.2 | 54.49 |
| Medium1 | 53631780 | 52521740 | 7.9G | 0.03 | 96.26 | 90.94 | 54.48 |
| Medium2 | 54930862 | 53694802 | 8.1G | 0.03 | 96.42 | 91.41 | 55.06 |
| Medium3 | 56336298 | 55005684 | 8.3G | 0.03 | 96.02 | 90.5 | 54.58 |
| Medium4 | 50464826 | 49258072 | 7.4G | 0.03 | 96.51 | 91.51 | 55.02 |
| Medium5 | 46229698 | 45209048 | 6.8G | 0.03 | 96.69 | 91.97 | 54.45 |
| Medium6 | 52915630 | 51567724 | 7.7G | 0.03 | 96.79 | 92.18 | 55.01 |
| Medium7 | 42988646 | 41832960 | 6.3G | 0.03 | 96.19 | 90.83 | 55.18 |
| Medium8 | 48148256 | 46850922 | 7G | 0.03 | 96.61 | 91.78 | 55.46 |
| Medium9 | 49018040 | 47846546 | 7.2G | 0.03 | 96.16 | 90.81 | 54.82 |
| High1 | 42856660 | 41892404 | 6.3G | 0.03 | 96.23 | 91.02 | 55.29 |
| High2 | 54531896 | 53272770 | 8G | 0.03 | 96.42 | 91.39 | 55.76 |
| High3 | 45335296 | 44294488 | 6.6G | 0.03 | 96.76 | 92.09 | 54.81 |
| High4 | 53611394 | 52130546 | 7.8G | 0.03 | 95.86 | 90.2 | 55.22 |
| High5 | 49916788 | 48562270 | 7.3G | 0.03 | 96.35 | 91.25 | 54.88 |
| High6 | 45376706 | 44188488 | 6.6G | 0.03 | 96.54 | 91.61 | 55.19 |
| High7 | 40374966 | 39380886 | 5.9G | 0.03 | 97.23 | 93.08 | 54.56 |
| High8 | 54106310 | 52801704 | 7.9G | 0.03 | 96.93 | 92.41 | 54.85 |
| High9 | 52067772 | 50531076 | 7.6G | 0.03 | 96.21 | 90.9 | 55.58 |
|  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |

Table S2. Enriched Wikipathways (Enrichr tool) using genes differentially regulated by Low, Medium and High dose groups.

Table S3. Pathways enriched by both differentially expressed genes and altered metabolites as determined with the IMPaLA integrated transcriptomics and metabolomics pathway analysis tool.

|  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| **Pathway name** | **Pathway source** | **Number of measured genes** | **Measured genes** | **Number of all pathway genes** | **P-genes** | **Q-genes** | **Number of measured metabolites** | **Measured metabolites** | **Number of all pathway metabolites** | **P-metabolites** | **Q-metabolites** | **P-joint** | **Q-joint** |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| Metabolism | Reactome | 56 | AS3MT;GSTP1;FAH;MAT1A;FASN;LIPE;CNDP2;SLC10A1;ACLY;MGST1;ACADS;DMGDH;SPR;GCLM;GLDC;SLC25A2;SCD;SLC25A1;TECR;CHDH;DHCR24;CYP24A1;SQLE;EBP;CYP51A1;RBP2;AACS;SRM;TM7SF2;THEM5;GAMT;AADAT;CYP2U1;OXCT1;OAT;GCDH;ACAA2;BCO2;HMGCR;PLCD1;HADH;SYNJ1;SARDH;IDI1;GSTO2;DCK;LSS;ASPA;MSMO1;DHTKD1;AK7;CTH;ASPG;NMRK2;BHMT;ARG1 | 1972 | 9.1e-09 | 4.18e-05 | 41 | C00158;C00159;C00116;C00074;C00249;C00794;C00170;C03150;C00588;C00581;C00187;C00186;C16537;C00009;C16513;C00270;C00319;C01885;C00022;C06428;C00354;C00791;C00141;C00258;C00670;C00294;C00847;C00864;C01595;C00475;C05382;C00121;C00191;C00114;C00137;C00059;C00300;C00327;C00345;C01233;C00346 | 1384 | 8.62e-05 | 368 | 2.27e-11 | 1.12e-08 |
| Metabolism of lipids | Reactome | 25 | OXCT1;FASN;LIPE;SLC10A1;ACLY;ACADS;SCD;SLC25A1;TECR;SYNJ1;DHCR24;CYP24A1;SQLE;EBP;CYP51A1;AACS;TM7SF2;THEM5;CYP2U1;LSS;ACAA2;MSMO1;HMGCR;HADH;IDI1 | 664 | 1.23e-05 | 0.0189 | 18 | C00114;C00158;C00116;C00009;C00187;C00249;C00670;C01233;C00588;C16513;C00270;C00059;C01595;C00319;C01885;C00137;C06428;C00346 | 620 | 0.0268 | 1 | 5.27e-06 | 0.0013 |
| Metabolism of amino acids and derivatives | Reactome | 18 | GAMT;SARDH;SRM;DHTKD1;DMGDH;FAH;ASPG;GLDC;SLC25A2;OAT;MAT1A;CTH;CHDH;GCDH;BHMT;ASPA;AADAT;ARG1 | 342 | 7.63e-06 | 0.0175 | 10 | C00114;C00009;C00022;C00791;C00170;C00059;C00300;C00327;C00581;C00141 | 285 | 557 | 1 | 5.68e-05 | 0.00935 |
| Fatty acid metabolism | Reactome | 10 | ACADS;THEM5;CYP2U1;SCD;SLC25A1;ACAA2;FASN;TECR;HADH;ACLY | 189 | 0.00195 | 578 | 6 | C00158;C00009;C00249;C16513;C01595;C06428 | 367 | 0.0313 | 1 | 0.000653 | 0.0807 |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

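RNA from the liver of 36 Atlantic cod was sequenced by the authors, 9 fish from each of 4 groups that ate control feed or feed with 0.5, 4.2 or 23.2 mg chlorpyrifos-methyl per kg for 30 days. The authors made libraries from poly-A RNA, removed adapter and low-quality reads, aligned the rest to the Ensembl genome of Atlantic cod with TopHat2 and estimated counts per gene with RSEM; versions and genome build are not stated in the text or labels. The table used here holds raw counts without normalization, as whole numbers, for 22154 genes. Whether RSEM's estimates were rounded is not stated. Total counts per fish ran from 10499478 to 17005427 (median 13081551). Column names gave group and number of each fish, and end weight and length came from the sample labels. Fish of different groups with the same number did not resemble one another (mean correlation 0.0127 over 54 pairs, after group means were removed), so that the numbers were not taken as pairs.

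Counts were analysed with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, fgsea 1.28.0 and sva 3.50.0 in R 4.3.3, and with NumPy 2.4.6 and SciPy 1.17.1 in Python 3.11.15. Each dose was compared with control on its own 18 fish in edgeR, with filterByExpr for low counts, TMM scaling, the quasi-likelihood F test and Benjamini-Hochberg adjustment, at an adjusted p below 0.05. The same test was used for medium and high fish together against control, for the 4 groups, for a slope on the rank of the dose (0, 1, 2, 3) and for contrasts between doses over all 36 fish. Log2 CPM values used a prior count of 2. Standard errors are the size of the log2 fold change divided by the square root of the F statistic. The alternatives were DESeq2 on the same fish and on all 36 fish, one edgeR fit over all 36 fish, RLE size factors, no filter on low counts, end weight as a covariate, surrogate variables, limma-voom with sample quality weights, an adjusted p below 0.1 and a block by fish number. They and the tests were chosen before the data were examined, except DESeq2 with its filtering set to an adjusted p below 0.1, fits without each fish in turn, and the comparison of edgeR calls with other splits for the single doses, both together and the 4 groups, which were chosen after seeing the data.

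Gene names came from Supplementary File 1, since no other source in hand named the cod genes. It lists 394 genes (12 for low, 121 for medium and 281 for high), 372 of them with a name. Of 36 gene lists fixed by symbol, 15 had at least 3 named genes and were tested by limma's camera with a preset correlation of 0.01, adjusted over 90 tests of list and comparison, with an estimated correlation, fry, RLE scaling and an unsigned ranking by p (fgsea) as alternatives. Another 12 lists had no named gene. Of the cell type marker lists (erythrocyte, exocrine pancreas, macrophage, lymphocyte, granulocyte, endothelium, stellate cell or fibroblast, biliary, adipocyte, skeletal muscle and intestine) only the biliary list had a named gene, anxa4, so that none could be tested. The lists of base excision repair, cytochromes P450, cytosolic heat shock and glucocorticoid response had 1 named gene each, and those of bile acids, glutathione and redox, hypoxia and erythropoietin, and growth factors 2 each. The inflammatory mediator and estrogen-responsive egg protein lists had none. The study had picked the named genes from these fish. Counts adjusted over a list alone, camera tests and permutation tests of single genes are therefore not independent evidence. The score of a list in a fish is the mean over its genes of log2 CPM centred on all fish.

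The genes given by name were chosen by a rule set beforehand: the 10 genes with the smallest adjusted p below 0.05 per comparison, every gene the paper names that a source identifies, and up to 4 members of each reported list with the smallest p. Values of Supplementary File 1 had been seen when it was written. Single genes of Fig. 1 were tested by permutation of the F statistic over the 4 groups with 100000 resamples, and each dose against control by exact permutation over 48620 rearrangements, two-sided, adjusted over 5 genes and 3 doses. End weight and length were tested by the same permutation of F. Shared genes of 2 doses were set beside simulated groups without effect that share controls, and beside values with the controls divided into groups of 4 and 5. Other splits of the fish were drawn 100 times for edgeR and for lists and 60 times for DESeq2.

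Data were simulated with the spread that each gene had in these fish, but with genes independent of one another. There, edgeR recovered 28.4 to 43.3% of genes changed by a log2 value of 0.6, 76.1 to 86.6% of those changed by 1 and 93.9 to 95.5% of those changed by 2, with 3 to 9 wrong calls per comparison. DESeq2 recovered 38.8 to 53.7%, 80.6 to 89.6% and 95.5 to 98.5%, with 20 to 27 wrong calls. Other splits of the real fish gave up to 631 calls in edgeR and 408 in DESeq2, so that these numbers of wrong calls do not carry over to them. The tank of each fish is not in the labels and could not be fitted. Genes cyp1a1, cyp2r1, cyp2x9, cyp2n13, ces3 and mgll were not analysed here because no source in hand gave their identifiers, and benchmark doses, metabolites and pathway tools of the paper were not repeated.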

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

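The tests that leave out single fish were chosen after the results were seen. Of 88 groups of 9 fish examined for a fish far from the rest, over list scores, the genes of Fig. 1, weight and length, 5 held one, where chance gives about 1 in 20. Control replicate 2 had a cholesterol synthesis score of 0.69, while the nearest other control fish was at -0.65, and a score of 0.51 over the cholesterol genes named by the study, with the nearest at -0.43. Medium replicate 4 had a fatty acid synthesis score of 2.28, with the nearest medium fish at 0.88. Low replicate 3 had a ribosomal protein score of -0.37, with the nearest low fish at -0.028. Low replicate 4 had a score of 0.77 over esterases and lipases, with the nearest at 0.27.

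Between doses, 2 lists passed a test of the difference itself with an estimated correlation. With the preset correlation, the main setting, more lists passed. Among these, between high and low fish, were cholesterol synthesis (adjusted p = 0.00031 in limma's camera test) and amino acid breakdown (adjusted p = 5.8e-12 in the same test). The study had picked the members of all lists from calls against control in these same fish, so that none of these tests is independent evidence. The 3 named SREBP genes were higher in high than in low fish by a median log2 value of 1.37 (adjusted p = 0.0392 in limma's camera test with an estimated correlation), and the 5 named β-oxidation genes were lower by a median of -0.69 (adjusted p = 0.0312 in the same test).

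The paper does not report expression against body weight. Within groups, 93 genes followed end weight at an adjusted p below 0.05 in edgeR (24 higher and 69 lower in heavier fish, of 14596). In 1 of 100 splits of the weights within groups, the real one, as many genes did, and the highest other gave 6. Chance is excluded for this count only as far as fish of a group are exchangeable, as their tanks are not known. For the 1861 genes at an unadjusted p below 0.05 it is not firmly excluded, since 2 of 100 splits, the real one included, gave as many and the highest other gave 2731. The ribosomal protein score fell with weight (Pearson r = -0.65, permutation p = 3e-05, adjusted p = 0.0009; Spearman rho = -0.59, permutation p = 0.00037; 30 relations tested), and r was -0.56 without the 2 fish farthest from the median weight. By group r was -0.81 (control), -0.81 (low), -0.68 (medium) and -0.46 (high).

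The 30 named ribosomal protein genes had lower mean levels at the medium dose, with a median log2 fold change of -0.30, but 0 of 30 passed over all genes in edgeR and the list did not pass limma's camera test with an estimated correlation (adjusted p = 0.122). End body weight is argued against as the whole source, since its mean was 234 g in control and 229 g in medium fish. The median of -0.303 with weight as a covariate adds little, as weights so alike could hardly move it. Weight gain, which the paper reports as larger in medium and high fish taken together, was not tested. Scaling of the libraries stays open, since the median of -0.29 with RLE size factors decides nothing where these moved the median of all genes only from -0.0057 to -0.00025. In 3 of 100 splits of the 18 fish, the real one included, the median lay as far from 0 (farthest other -0.32), but the study picked these genes from the real groups, so that chance is not excluded. Tank, which is not in the labels, stays open, and a response to chlorpyrifos-methyl may be considered only as a hypothesis.

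The 9 named cholesterol synthesis genes had higher mean levels at the high dose, with a median log2 fold change of 1.23, and 0 of 9 passed over all genes in edgeR. One fish alone is argued against, since the median was at least 1.10 without any single fish (1.51 without control replicate 2). End body weight is argued against too, since its mean was 234 g in control and 224 g in high fish. The median of 1.25 with weight as a covariate adds little, as weights so alike could hardly move it. Whether the shared control fish lie low cannot be told apart from an effect of the dose, since high and low fish differed with an exact permutation p of 0.0694. In 1 of 100 splits, the real one, the median lay as far from 0 (farthest other -1.16), against 3 at the medium dose (real 0.96, farthest other 1.24) and 16 at the low dose (0.66 and -1.09), and the members were picked from the real groups, so that chance is not excluded. A response to chlorpyrifos-methyl may be a hypothesis, with tank left open.

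The 6 named immediate-early and cytokine feedback genes had a median log2 fold change of 0.82 at the low dose, and the medium group was below the low group by -0.76 (adjusted p = 0.0639 in limma's camera test with an estimated correlation). The high-dose median was 0.48 (5 of 6 higher, adjusted p = 0.402 in the same test), and a difference between high and low was not shown (median -0.44, adjusted p = 0.188). One fish alone is argued against, since the median was at least 0.76 without any single fish, while library size stays open, since the score had r = -0.21 with the log10 total count within groups (permutation p = 0.249, Spearman rho = -0.26, permutation p = 0.167). In 1 of 100 splits, the real one, the median lay as far from 0 (farthest other -0.50), but the members were picked from the real groups, so that chance is not excluded. These are fast-responding genes, and the order of sampling and the tank, neither in the labels, may account for the pattern as well as the dose.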

How the results depend on the processing

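The fits without each fish in turn and DESeq2 with its filtering set to an adjusted p below 0.1 were chosen after the data were seen; the other alternatives were planned. Counts of genes at an adjusted p below 0.05 (edgeR: low 0, medium 1, high 0, medium and high together 1, over the 4 groups 2, trend 73) became 6, 26, 103, 161, 169 and 368 in DESeq2, and 1, 13 and 142 for the single doses in its fit over 36 fish. At an adjusted p below 0.1, edgeR gave 0, 1, 1 and 10 for the single doses and both together, and DESeq2 9, 62 and 276 for the single doses, or 13, 86 and 295 with its filtering set to that threshold. The edgeR fit over 36 fish gave 0, 0 and 1, surrogate variables 0, 0 and 1, end weight as a covariate 0, 2 and 0, a block by fish number 0, 0 and 0, no low-count filter 0, 0 and 0 (4 groups 34, trend 18), and RLE scaling (0, 1, 0, 1, 3 and 75) and voom (0, 1 and 0) stayed within 1.5 times; so did a trend on the log of the dose (77). Between doses, edgeR gave 0 and DESeq2 29 (high against low), 0 (high against medium) and 43 (medium against low). Genes shared by 2 doses numbered 0, and 1 at an adjusted p below 0.1, 8 in DESeq2, 28 in DESeq2 at 0.1 with its filtering set to that threshold and 0 with the controls split. Of 90 tests of a list, 58 passed, against 7 with an estimated correlation, 38 with an unsigned ranking, 30 with fry and 58 with RLE scaling. Over these alternatives, 257 list results kept their side of the threshold and direction, 2 became stronger, 101 weaker and 0 reversed. The genes of Fig. 1 that passed numbered 5, 5 without TMM and 0 in edgeR's test over the 4 groups, which changes both the test and the number of genes adjusted over. Of the genes that Supplementary File 1 lists, edgeR called 1 in the comparisons of single doses with control, DESeq2 110 and edgeR without the filter 0. For single genes, 861 results stayed the same, 89 became stronger and 17 weaker, and 3 reversed, all with surrogate variables: gsto2 at the low dose (-0.084), aldh6a1 at the high dose (-0.058) and hsp90b1 at the high dose (0.0035). Direction aside, surrogate variables shrank 67 of 106 fold changes of single genes by more than 1.5 times (median ratio 0.546), among them hsp90b1 at the medium dose (-0.15), gstp2 at the medium dose (0.27), gsto2 at the high dose (0.29) and cyp51 at the high dose (0.74); voom shrank 7, and DESeq2, RLE scaling, no filter, the fit over 36 fish and end weight 0. The cause of these changes was not tested.

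Without single fish, calls ran from 0 to 2 at the low dose (2 without low replicate 2), from 0 to 2 at the medium dose (2 without control replicate 2, 1 without medium replicate 1 or 7 and 0 without any other), from 0 to 7 at the high dose (7 without control replicate 2, 1 without high replicate 4 or 8) and from 1 to 523 for the trend. The trend gave 10, 523, 18, 13, 247, 8, 12 and 24 genes without control replicates 1, 2, 4, 5, 6, 7, 8 and 9, 32 without low replicate 9, 130, 41 and 48 without medium replicates 1, 6 and 9, and 399, 24, 1, 120, 205, 10, 1, 24 and 13 without high replicates 1 to 9. Depth, at least 10499478 counts per fish, limits genes with few counts, which the filter left out.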

Differences from the paper's values

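The paper's counts of transcripts come from DESeq2, and the values given here from edgeR at the same thresholds. At an adjusted p below 0.05, the paper's number of higher transcripts is 6 at the low dose, 23 at the medium dose and 90 at the high dose, against 0, 1 and 0 here, and its number of lower transcripts at the high dose is 4, against 0. For the higher transcripts, the planned DESeq2 fit on the same fish gave 6 at the low dose and 76 at the high dose. The DESeq2 fit over 36 fish gave 113 at the high dose. These values no longer differ by the same measure. Of the paper's 94 listed genes at the high dose, however, 67 were higher and 27 lower in DESeq2 here, and 22 signs differed. Of its 23 at the medium dose, 19 were higher and 4 lower, and 4 signs differed. At these 2 doses the paper's counts by direction are therefore not like counts to those here. No alternative set before the data were examined came within 1.5 times of the paper's 23 at the medium dose or its 4 at the high dose.

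At an adjusted p below 0.1, the paper's numbers of higher transcripts are 10, 119 and 264, against 0, 1 and 1 here, and its numbers of lower transcripts 2, 2 and 17, against 0 at each dose. The planned DESeq2 fit on the same fish gave 8 higher at the low dose and 195 at the high dose, and the DESeq2 fit over 36 fish gave 220 at the high dose. DESeq2 with its filtering set to this threshold, chosen after seeing the values, gave 10 higher and 3 lower at the low dose and 191 higher at the high dose, and dropped 0 of the 12 genes that the paper lists at the low dose, 69 of 121 at the medium dose and 1 of 281 at the high dose. DESeq2 on the same fish at an adjusted p below 0.05 called 6 of the paper's 6, 3 of its 23 and 86 of its 94 listed genes. No alternative came within 1.5 times of the paper's 119 and 2 at the medium dose or its 17 at the high dose. Supplementary File 1 lists 2, 2 and 18 genes with a negative log2 fold change in order of dose. Of all its listed genes, 3, 52 and 97 were lower in DESeq2 here. The paper's shared transcripts number 1 between low and high and 19 between medium and high at this threshold, against 0 and 1 here, and 4 between medium and high at an adjusted p below 0.05, against 0. DESeq2 at the lower stringency, chosen after seeing the values, shared 1 and 27; no alternative came within 1.5 times of the paper's 4.

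For single genes, Supplementary File 1 gives a positive log2 fold change where the value here is negative, also in each alternative run for single genes. At the low dose this is dachc (paper 0.92, here -0.92). At the medium dose it is rps8a (paper 0.40, here -0.40), rpl23a (paper 0.28, here -0.29), rps13 (paper 0.33, here -0.34), rps10 (paper 0.28, here -0.29), rpl7a (paper 0.32, here -0.33) and hadhab (paper 0.47, here -0.48). At the high dose it is cyp2u1 (paper 0.78, here -0.79), aspa (paper 0.83, here -0.84), acaa2 (paper 0.85, here -0.86), acads (paper 0.60, here -0.61), hadh (paper 0.64, here -0.65), lipeb (paper 0.77, here -0.78), knop1 (paper 0.69, here -0.71) and pde4a (paper 0.54, here -0.55).

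Over the whole file, the size of each listed value lies within 0.00221 of the size in DESeq2 here, and the signs differ for 1 of 12 genes at the low dose, 50 of 121 at the medium dose and 79 of 281 at the high dose. Every gene with a differing sign has a log2 fold change between -1 and 0 here, and the listed negative values, 2, 2 and 18 in number, all lie at or below -1. In DESeq2 here, 3, 52 and 97 of the listed genes were lower and 9, 69 and 184 higher. Among listed genes with the paper's adjusted p below 0.05, 0 of 6, 4 of 23 and 27 of 94 were lower here.

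The paper has most affected transcripts higher. In DESeq2 on the same fish at an adjusted p below 0.05 there were 6 higher and 0 lower genes at the low dose, 14 and 12 at the medium dose and 76 and 27 at the high dose, and at an adjusted p below 0.1 as many higher as lower genes at the medium dose (31 each), while the ribosomal protein genes at the medium dose and 4 of 5 named β-oxidation genes at the high dose had lower mean levels than in control fish. With DESeq2's filtering set to that threshold, chosen after seeing the data, most were higher, with 57 higher and 29 lower at the medium dose and 191 and 104 at the high dose.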

Other observations

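Genes of amino acid breakdown had higher mean levels at the medium and high doses. Of 19 named genes, 19 had positive log2 fold changes at both doses, with medians of 0.56 and 0.70, and the list rose in limma's camera test (adjusted p = 3.9e-19 and adjusted p = 2.1e-17, and adjusted p = 0.0609 and adjusted p = 0.0689 with an estimated correlation). Sarcosine dehydrogenase, sardh, rose by 0.31 per dose step (SE 0.07, adjusted p = 0.0391 in edgeR) and the tyrosine pathway gene fah by 0.30 (SE 0.07, adjusted p = 0.0433 in edgeR). At the low dose the median was 0.22, and 0.14 without control replicate 7.

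Chaperones of the endoplasmic reticulum had lower mean levels, with 8 of 8 named genes lower at each dose and medians of -0.28 (low), -0.60 (medium) and -1.05 (high: adjusted p = 2.3e-05 in limma's camera test, and adjusted p = 0.188 with an estimated correlation). The gene hspa5 had 855 ± 1098 CPM (SD, n = 9) in control fish and 180 ± 132 in the high group. Without control replicate 5 the medians were -0.014, -0.38 and -0.75 in the same order, and without low replicate 1 the low-dose median was -0.53.

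Of 10 named plasma protein genes, 9 had positive log2 fold changes at the medium and high doses, with list medians of 0.46 and 0.49 (adjusted p = 1.1e-07 and adjusted p = 7.7e-06 in limma's camera test, and adjusted p = 0.0639 and adjusted p = 0.101 with an estimated correlation). The lists of esterases and lipases and of glycolysis went both ways at the medium and high doses and did not pass the camera test at any dose (high dose adjusted p = 0.713 and adjusted p = 0.114). Genes of lists too short to test had these log2 fold changes at the high dose: bag3 0.55 (SE 0.16), ndrg1a 0.52 (SE 0.15), igfals 0.27 (SE 0.14), igf2b 0.16 (SE 0.29) and the biliary marker anxa4 0.31 (SE 0.17), with adjusted p of at least 0.22 in edgeR. At the low dose igf2b was at 0.82 (SE 0.20, adjusted p = 0.847 in edgeR). No other cell type marker is named, so that a change in the cells of the samples could not be tested. Members of these lists, and of those of amino acid breakdown and chaperones, were picked by the study from these fish. Their camera tests are therefore not independent evidence.

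Fatty acid synthesis scores followed end weight within groups (Pearson r = 0.46, permutation p = 0.00629, adjusted p = 0.0472; Spearman rho = 0.43, permutation p = 0.014, adjusted p = 0.105; r = 0.34 without the 2 fish farthest from the median; by group r = 0.76 in control, 0.33 in low, 0.82 in medium and 0.066 in high fish) and condition factor (Pearson r = 0.52, permutation p = 0.00209, adjusted p = 0.0209; Spearman rho = 0.47, permutation p = 0.00498, adjusted p = 0.0498; r = 0.49 without 2 fish).

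Other splits of the same fish into groups of the same sizes were compared with the real one, 100 for edgeR and 60 for DESeq2; the tests of edgeR calls at the single doses, at both together and over the 4 groups were chosen after those results were seen. For edgeR calls, the comparison decides nothing where the real count is 0, since each of the 100 splits has at least 0: at the low dose (highest other 631), at the high dose (2), and between high and low (1), high and medium (25) and medium and low (3). Chance cannot be excluded for medium and high together (13 splits as large; real 1, highest other 55) and over the 4 groups (9; 2 and 33). The trend (2; 73 and 416) and the medium dose (4; 1 and 1) had under 5 of 100 splits as large, but other splits reached or passed the real count, so that chance is not firmly excluded. For genes at an unadjusted p below 0.05, 1 of 100 splits, the real one, was as large for the trend (real 2592, highest other 2421). The highest other came near the real count, and fish were rearranged singly while their tanks are not known, so that chance is left open there. It is not firmly excluded, with under 5 of 100 splits as large but others above the real count, at the high dose (2; 1935 and 1966), for medium and high together (3; 2203 and 2345) and over the 4 groups (3; 1775 and 2144), and it cannot be excluded at the low dose (81; 452 and 3042), the medium dose (7; 1454 and 2270), or between high and low (6; 1605 and 2103), high and medium (40; 786 and 2755) and medium and low (5; 1707 and 2159). For DESeq2 calls it is not firmly excluded at the high dose (2; 103 and 408), and cannot be excluded at the low (10; 6 and 111) or medium dose (9; 26 and 310). For lists past the camera test it cannot be excluded at the low (23; 5 and 8) or high dose (7; 12 and 14), and the test decides nothing at the medium dose (2; 12 and 12), as the study picked the members from the real groups. Splits with several times the real count, such as 416 against 73 for the trend and 408 against 103 in DESeq2 at the high dose, and a split with 631 where the real count was 0 at the low dose, point to a structure of the samples, which was not tested further.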
